# The pelvic organs receive no parasympathetic innervation

**DOI:** 10.7554/eLife.91576

**Published:** 2024-03-15

**Authors:** Margaux Sivori, Bowen Dempsey, Zoubida Chettouh, Franck Boismoreau, Maïlys Ayerdi, Annaliese Eymael, Sylvain Baulande, Sonia Lameiras, Fanny Coulpier, Olivier Delattre, Hermann Rohrer, Olivier Mirabeau, Jean-François Brunet

**Keywords:** autonomic nervous system, parasympathetic, neuron types, transcriptomics, Mouse

## Abstract

The pelvic organs (bladder, rectum, and sex organs) have been represented for a century as receiving autonomic innervation from two pathways – lumbar sympathetic and sacral parasympathetic – by way of a shared relay, the pelvic ganglion, conceived as an assemblage of sympathetic and parasympathetic neurons. Using single-cell RNA sequencing, we find that the mouse pelvic ganglion is made of four classes of neurons, distinct from both sympathetic and parasympathetic ones, albeit with a kinship to the former, but not the latter, through a complex genetic signature. We also show that spinal lumbar preganglionic neurons synapse in the pelvic ganglion onto equal numbers of noradrenergic and cholinergic cells, both of which therefore serve as sympathetic relays. Thus, the pelvic viscera receive no innervation from parasympathetic or typical sympathetic neurons, but instead from a divergent tail end of the sympathetic chains, in charge of its idiosyncratic functions.

## Introduction

The pelvic ganglion is a collection of autonomic neurons, close to the walls of the bladder, organized as a loose ganglionated plexus (as in humans) or a bona fide ganglion (as in mouse). It receives input from preganglionic neurons of the thoracolumbar intermediate lateral motor column, a sympathetic pathway that travels through the hypogastric nerve. A second input is from the so-called ‘sacral parasympathetic nucleus’ that projects through the pelvic nerve. The assignment of these two inputs to different divisions of the autonomic nervous system by Langley, 1921; Langley, 1899, largely based on physiological observation on external genitals which were never generally accepted (reviewed in Espinosa-Medina et al., 2018), has led, in turn, to propose that the pelvic ganglion, targeted by both pathways, is of a mixed sympathetic/parasympathetic nature (Kuntz and Moseley, 1936). Of note, this unique case of anatomic promiscuity between the two types of neurons poses a challenge for the schematic representation of the autonomic nervous system, so that the pelvic ganglion is most often omitted from such representations (Espinosa-Medina et al., 2018). A duality of the pelvic ganglion was also suggested by the coexistence of noradrenergic and cholinergic neurons, which elsewhere in the autonomic nervous system form, respectively, the vast majority of sympathetic ganglionic cells and the totality of parasympathetic ones. Here, we directly explore the composition of the mouse pelvic ganglion in cell types, using single-cell transcriptomics, and compare it to sympathetic and parasympathetic ganglia.

## Results

We isolated cells from several autonomic ganglia of postnatal day 5 mice: the stellate ganglion and the lumbar chain (both belonging to the paravertebral sympathetic chain), the coeliac-superior mesenteric complex (belonging to the prevertebral sympathetic ganglia, later refered to as "coeliac"), the sphenopalatine ganglion (parasympathetic) and the pelvic ganglion, and processed them for single-cell RNA sequencing (cf Materials and methods). 

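The ganglia came from *Phox2bCre;Rosa tdT* pups of both sexes and were processed with droplet reagents that tag every captured RNA with a unique molecular identifier (UMI). The 6 libraries came from 2 rounds. Round 1, with chemistry version 2 and 10000 cells loaded per library, comprised the stellate, the sphenopalatine and a pelvic library called pelvic_1. Round 2, with version 3 and 5300 cells loaded, comprised the coeliac, the lumbar and a pelvic library called pelvic_2. Only the pelvic ganglion therefore had 2 libraries, and the only parasympathetic ganglion belonged to round 1. The authors counted UMIs per gene and droplet with Cell Ranger and deposited these counts without normalization. The deposited matrices comprised 5917 droplets and 67628570 UMIs for pelvic_1, 11122 droplets and 113352559 UMIs for the stellate, and 5665 droplets and 99928989 UMIs for the sphenopalatine. In round 2 they comprised 2675 droplets and 67667258 UMIs for pelvic_2, 2111 droplets and 39353313 UMIs for the coeliac, and 3287 droplets and 91147752 UMIs for the lumbar chain. From these counts, droplets were filtered and neurons selected by the rules of the Materials and methods. The selected neurons had medians of 39468.5 UMIs in pelvic_1, 26658 in the stellate and 38105 in the sphenopalatine, against 108546 in pelvic_2, 56713 in the coeliac and 70337 in the lumbar chain. Because a deeper neuron shows more genes, the share of neurons with a UMI of a gene was computed from all counts and again after each neuron was thinned at random to 4000 UMIs, which left out between 0 and 41 shallower neurons per group. Glial cells of the same ganglia, which should lack neuronal RNA, gave the background from free RNA, with medians of 4146.5 UMIs in pelvic_1, 11979.5 in pelvic_2 and 4725.5 in the sphenopalatine, and of 3525, 12151 and 10470 in the stellate, coeliac and lumbar chain. Glial cells were not taken as background for *Hox* genes, whose RNA they also carried. Shares are given with 95% Wilson intervals, which cover counting error only, and those of pelvic clusters also as the mean and SD of the 2 libraries. With 1 library for every other ganglion, no test across libraries was made and cells were not treated as replicates. Gene positions are those of GRCm38 in GENCODE M21, matched by gene identifier for 169 of 169 named genes, since the matrices give identifiers but no genome build.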

Neuronal cells segregated in three large ensembles (Figure 1A; Figure 1—figure supplement 1A and B): one that contained all sympathetic neurons, one that contained all parasympathetic neurons, and the third that contained most pelvic neurons – except one subset that segregated close to the sympathetic cluster. Thus, no pelvic neuron segregates with parasympathetic neurons, but the great majority of them do not segregate with sympathetic neurons either.

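As a numerical counterpart of the UMAP, the 20 nearest neurons of every pelvic neuron were counted on 50 principal components, corrected for differences between libraries by mutual nearest neighbours. Clustering on these components placed the 1262 pelvic neurons in 5 clusters. Of these, 4 carried markers of P1 to P4 and are called P1-like to P4-like, and the fifth, of 117 neurons, was left without a name. The P1-like neurons of pelvic_2 included 61 that fell, without batch correction, in a separate shallow cluster with a median of 5524.5 UMIs. P1-like shares below include these neurons unless another setting is named, and their effect on shares of single genes was not measured. Of all nearest neurons of the pelvic neurons, 74.3% were pelvic, 12.1% sympathetic and 13.6% parasympathetic. The pelvic share was 74.1% in pelvic_1 and 74.7% in pelvic_2 (SD 0.398, n = 2 libraries). It was highest in the P2-like cluster, at 99.5%, followed by 95.2% in the P4-like cluster and 60.6% in the P1-like cluster. In the P3-like cluster it was 42.2%, and 57.8% of the nearest neurons were sympathetic. This sympathetic majority depended on the setting. Without batch correction, the P3-like cluster had 90.5% pelvic and 9.52% sympathetic nearest neurons. With equal numbers of neurons per other ganglion, a setting chosen after the values were seen, it had 75.6% and 24.4%. The nearest neurons of the P1-like cluster were 10.9% sympathetic and 28.5% parasympathetic, and those of the unnamed cluster 1.20% sympathetic and 29.1% parasympathetic. The alternative that moved the pelvic share most was to leave out the batch correction, which raised it to 97.8% and left 0.380% of the nearest neurons parasympathetic.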

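To ask which other ganglion lay closest, the nearest neurons were counted again with the pelvic ganglion left out. For all pelvic neurons, 63.8% of them were then parasympathetic and 36.2% sympathetic. The parasympathetic share was 66.6% in pelvic_1 and 57.1% in pelvic_2 (SD 6.73, n = 2 libraries). It was 66.1% in the P1-like cluster, 88.1% in the P2-like cluster and 97.2% in the unnamed cluster. In the P4-like cluster it was 15.5%, and in the P3-like cluster 0.0301%. The other neurons were 1905 of the sphenopalatine against 2725 stellate, 930 lumbar and 237 coeliac ones. The level without preference therefore lies below 50%. The share of all pelvic neurons lay below 50% under 3 settings, which alone is not a preference for sympathetic neurons. It was 40.5% without batch correction, 37.6% on 20 principal components and 45.9% with pelvic_1 left out. With pelvic_2 left out it was 65.7%. In the P2-like cluster it was 31.3% without batch correction, 15.2% on 20 components and 14.8% without pelvic_1. In the P3-like cluster it did not exceed 0.474% under any setting tried. Among the libraries of round 1 alone, the share of all pelvic neurons was 71.7%, and with equal numbers of neurons drawn from every other ganglion it was 74.1%, both settings chosen after the values were seen. Under these 2 settings the P4-like cluster rose to 83.2% and 51.8%.

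**Figure D1:**
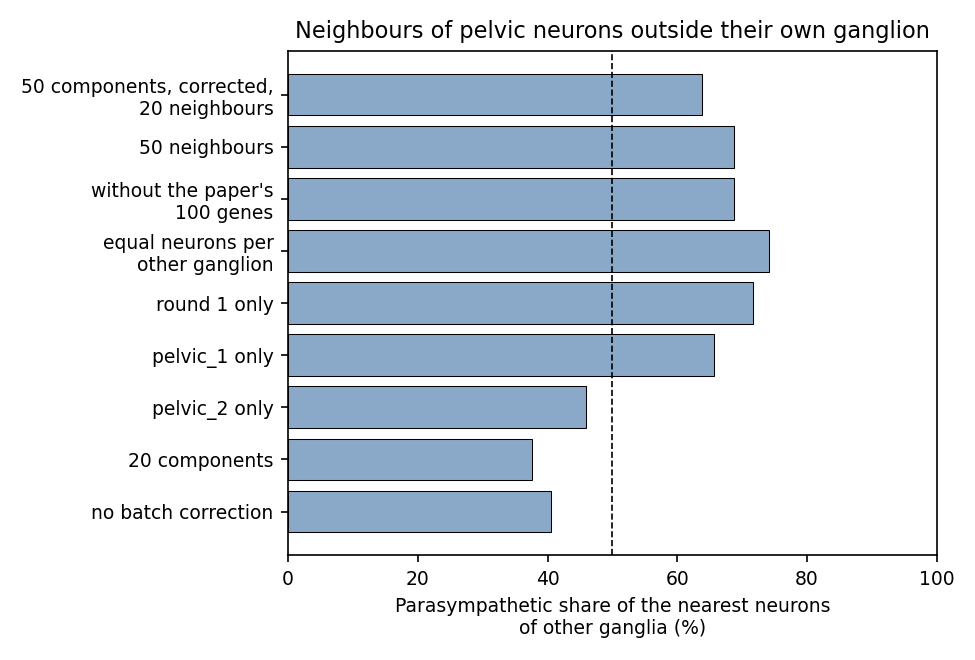
Parasympathetic share (%) of the nearest neurons of all pelvic neurons, with the pelvic ganglion left out, as bars for 9 settings. The dashed line marks 50%, and the bars for pelvic_2 only, 20 components and no batch correction end to its left at 45.9%, 37.6% and 40.5%. Sympathetic neurons outnumbered parasympathetic ones in every setting, so this line is above the level without preference.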

**Figure 1.**
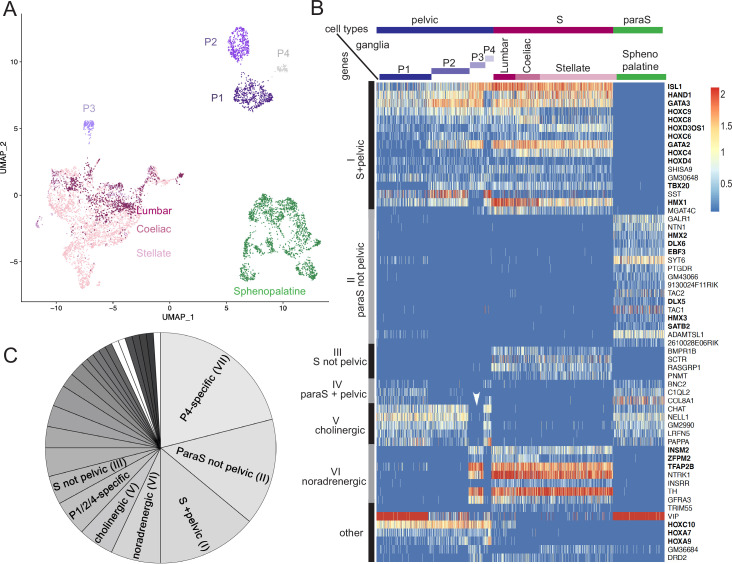
The pelvic ganglion does not contain parasympathetic neurons and is made of sympathetic-like neurons. (**A**) Uniform Manifold Approximation and Projection (UMAP) of cells isolated from three sympathetic ganglia (lumbar, stellate, and celiac), a parasympathetic ganglion (sphenopalatine), and the pelvic ganglion dissected from postnatal day 5 mice. The pelvic ganglion is sharply divided into four clusters (P1–4), none of which co-segregates with sympathetic or parasympathetic neurons. (**B**) Heatmap of the highest scoring 100 genes in an all-versus-all comparison of their dichotomized expression pattern among the four ganglia and four pelvic clusters (see ‘Materials and methods’), excluding genes specific to the pelvic ganglion (shown in Figure 1—figure supplement 2), and keeping only the top-scoring comparison for genes that appear twice. For overall legibility of the figure, the three largest cell groups (lumbar, stellate, and sphenopalatine) are subsampled and genes are ordered by expression pattern (designated on the left), rather than score. ‘Cholinergic’ and ‘noradrenergic’ genes are those that are coregulated with *ChAT* or *Th*, regardless of known function. ‘Other’ refers to various groupings that split sympathetic ganglia and are thus not informative about a sympathetic or parasympathetic identity. Transcription factors are indicated in bold face. White arrowhead: pelvic P3 cluster; S, sympathetic; ParaS, parasympathetic. (**C**) Pie chart of the top 100 genes, counted by expression pattern in the all-versus-all comparison. Genes specific for the P4 cluster dominate (see heatmap in Figure 1—figure supplement 2), followed by those which are ‘parasympathetic-not-pelvic’ and ‘sympathetic-and-pelvic’ (seen in B). The three genes marked in white (which form group IV: *Bnc2*, *C1ql2*, *Col8a1*) are the only ones that are compatible with the current dogma of a mixed sympathetic/parasympathetic pelvic ganglion, by being expressed in the sphenopalatine ganglion and a subset of pelvic clusters (other than the full complement of cholinergic ones, which define group V).

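The discrimination score was recomputed from the deposited counts with the 4 named pelvic clusters and the 4 other ganglia as 8 groups. For a given split of these groups, it is the mean over subset 1 of log2(share − 0.1) minus the mean over subset 2 of log2(share + 0.02), where the share is that of neurons with at least 1 UMI. Each gene was assigned to the split with its highest score among 254. Of the top 100 genes, 21 had the split that sets the P4-like cluster alone against all other groups, which made it the largest set. Next came the 15 genes specific to the sphenopalatine and the 14 genes found in every group except the sphenopalatine. The set of the P4-like cluster includes the genes that served to name this cluster, so its size is in part circular. With clusters computed without the paper's 100 genes, it comprised 19 genes. It was not the largest without pelvic_2, with 14 genes against 17 for the sphenopalatine alone, or in round 1 only, with 16 against 23, and it equalled that set at 17 with neurons selected on log counts.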

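*Bnc2* (ENSMUSG00000028487, chromosome 4, 84275095 to 84675275, minus strand) was detected in 47.3% of sphenopalatine neurons (45.1 to 49.6%), against 1.21% of sphenopalatine glial cells. Among pelvic clusters, its share was 35.1% ± 3.09 (SD, n = 2 libraries) in the P1-like and 82.7% ± 12.0 in the P4-like cluster, and 1.11% in pelvic glial cells. It was 2.66% in the P2-like and 1.20% in the P3-like cluster, and at most 4.73%, in the lumbar chain, among sympathetic neurons. After thinning, the *Bnc2* shares were 6.28% in the sphenopalatine, 3.49% in the P1-like and 11.1% in the P4-like cluster. *C1ql2* (ENSMUSG00000036907, chromosome 1, 120340582 to 120343174, plus strand) was detected in 43.5% of sphenopalatine neurons (41.3 to 45.8%) and 1.79% of their glial cells. Its share was 45.2% ± 7.55 in the P1-like and 21.1% ± 12.0 in the P2-like cluster, and 1.09% in the P4-like cluster. The pelvic glial share of *C1ql2* was 0.427%, and its thinned shares were 9.92% in the sphenopalatine and 9.59% in the P1-like cluster. *Col8a1* (ENSMUSG00000068196, chromosome 16, 57624258 to 57754737, minus strand) was detected in 74.3% of sphenopalatine neurons (72.3 to 76.2%) and 8.99% of their glial cells. In the P1-like cluster its share was 28.8% ± 0.660, and in the P4-like cluster 66.8% ± 26.2, with 48.3% in pelvic_1 and 85.3% in pelvic_2. The pelvic glial share of *Col8a1* was 5.59%, above its 4.22% in the P3-like cluster, and its thinned shares were 37.9%, 6.54% and 14.4% in the sphenopalatine, the P1-like and the P4-like cluster. The recomputed scores were 3.35 for *Bnc2*, 3.30 for *C1ql2* and 3.23 for *Col8a1*, and no other gene of the top 100 had pattern IV.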

**Figure 1—figure supplement 1.**
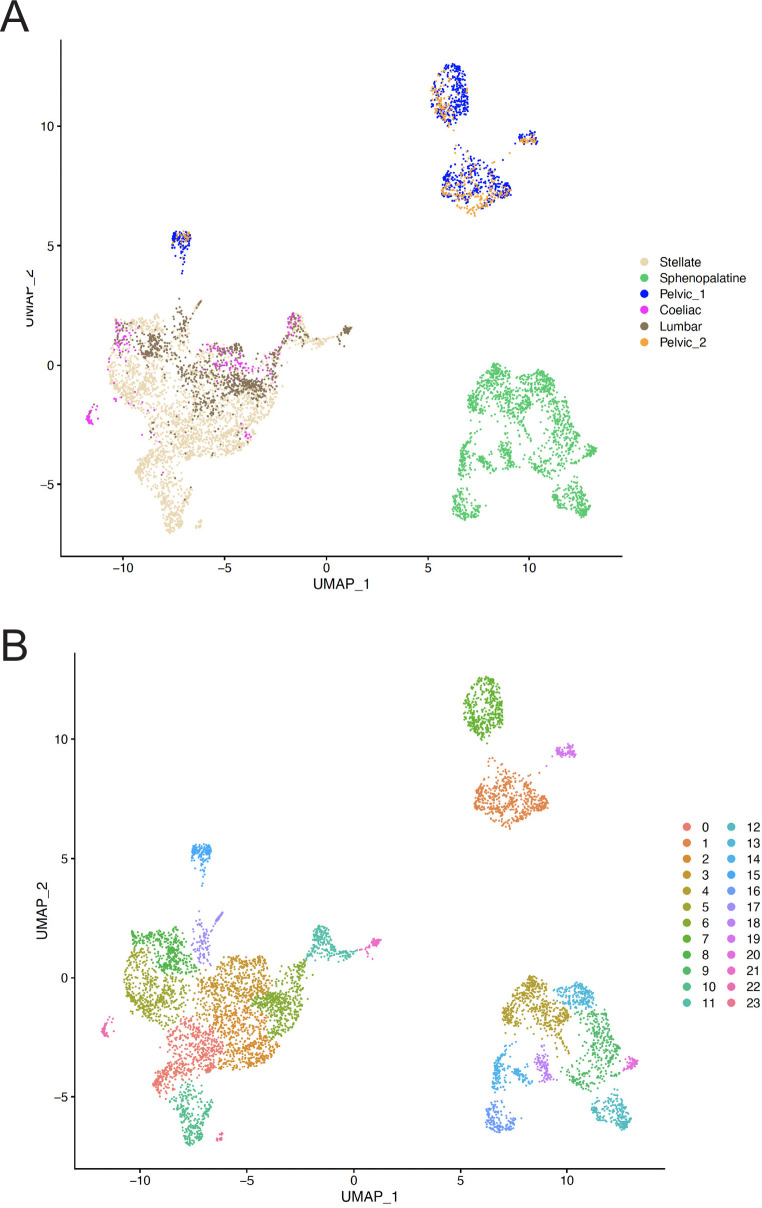
Uniform Manifold Approximation and Projection (UMAP) of all ganglionic neurons. (**A**) UMAP of neurons where the sample origin of cells is color-coded to show that both samples of the pelvic ganglion contribute to each of the P1–4 pelvic clusters. (**B**) UMAP of neurons where the clusters as defined by Seurat are color-coded. Clusters 1, 7, 15, and 19 correspond to ganglion clusters P1, P2, P3, P4 in the text.

**Figure 1—figure supplement 2.**
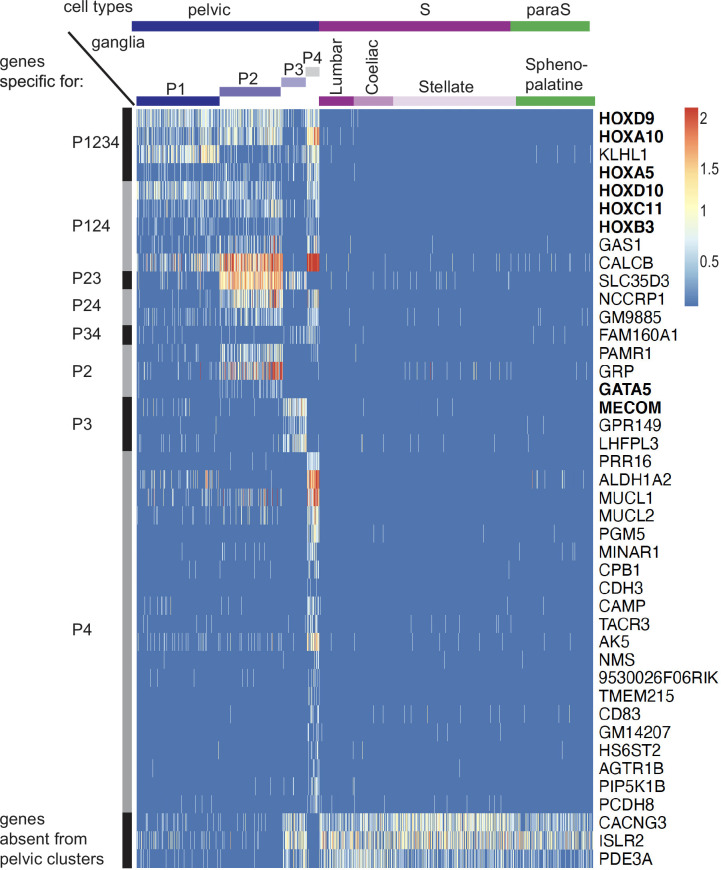
Genes specific for pelvic ganglionic cells among the top 100 genes of an all-versus-all comparison. These 42 genes correspond to pattern VII of main text. Transcription factors are indicated in bold face.

**Figure 1—figure supplement 3.**
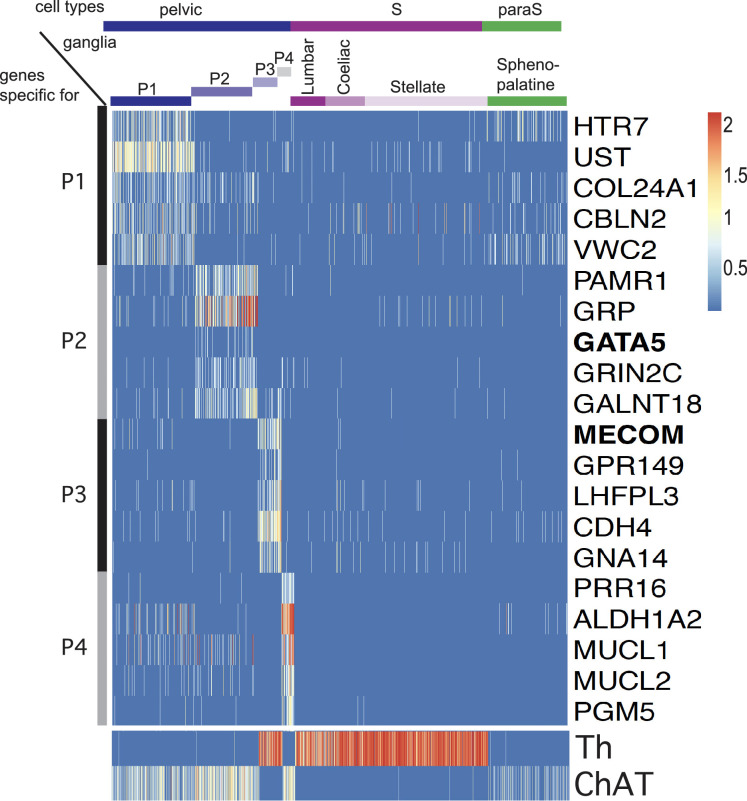
Five top genes for each of the four individual pelvic clusters in an all-versus-all comparison. P1 appears as the cluster the least sharply defined by specific genes. The only two transcription factors (indicated in bold face) among these top genes are *Gata5*, expressed in P2 and *Mecom* expressed in P3. Noradrenergic and cholinergic cells are indicated by *Th* and *ChAT* expression in the lower panel.

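How sharply genes mark each cluster was measured as the mean score of its top 5 genes for the split of that cluster alone. Among genes whose best split was that of the cluster, the mean was 2.03 for the P1-like, 3.16 for the P2-like, 3.30 for the P3-like and 4.23 for the P4-like cluster. With all genes ranked on that split, whatever their best split, the means were 2.69, 3.35, 3.30 and 4.23. The P1-like cluster had the lowest mean under both rules.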

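Since *Gata5* and *Mecom* are also among the genes that named the clusters, their scores are given for clusters computed without the paper's 100 genes, which does not remove all circularity. There, *Gata5* (ENSMUSG00000015627, chromosome 2, 180325133 to 180334699, minus strand) had its best split as the P2-like cluster alone, with a score of 3.10. *Mecom* (ENSMUSG00000027684, chromosome 3, 29951296 to 30548008, minus strand) had its best split as the P3-like cluster alone, with a score of 3.97. The highest score for a single pelvic cluster in these groups was that of *Prr16* in the P4-like cluster, at 4.68.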

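*Th* (ENSMUSG00000000214, chromosome 7, 142892752 to 142931128, minus strand) was detected in 98.9% ± 1.59 (SD, n = 2 libraries) of neurons of the P3-like cluster. Its share was 7.46% ± 3.78 in the P1-like, 5.09% ± 2.38 in the P2-like and 2.59% ± 3.66 in the P4-like cluster, against 2.95% of pelvic glial cells. In the stellate, *Th* was detected in 99.3% of neurons and in 53.6% of glial cells. After thinning to equal depth, its share was 74.7% in the P3-like cluster and at most 0.871%, in the P1-like cluster, among the other named pelvic clusters. *Chat* (ENSMUSG00000021919, chromosome 14, 32408203 to 32465989, minus strand) was detected in 71.9% ± 7.62 of the P1-like, 93.4% ± 4.55 of the P2-like and 97.7% ± 0.861 of the P4-like cluster. Its share was 3.02% ± 0.0161 in the P3-like cluster and 1.11% in pelvic glial cells. After thinning, the *Chat* shares were 14.8%, 27.1% and 26.7% in the P1-like, P2-like and P4-like clusters, and 1.20% in the P3-like cluster.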

**Figure 1—figure supplement 4.**
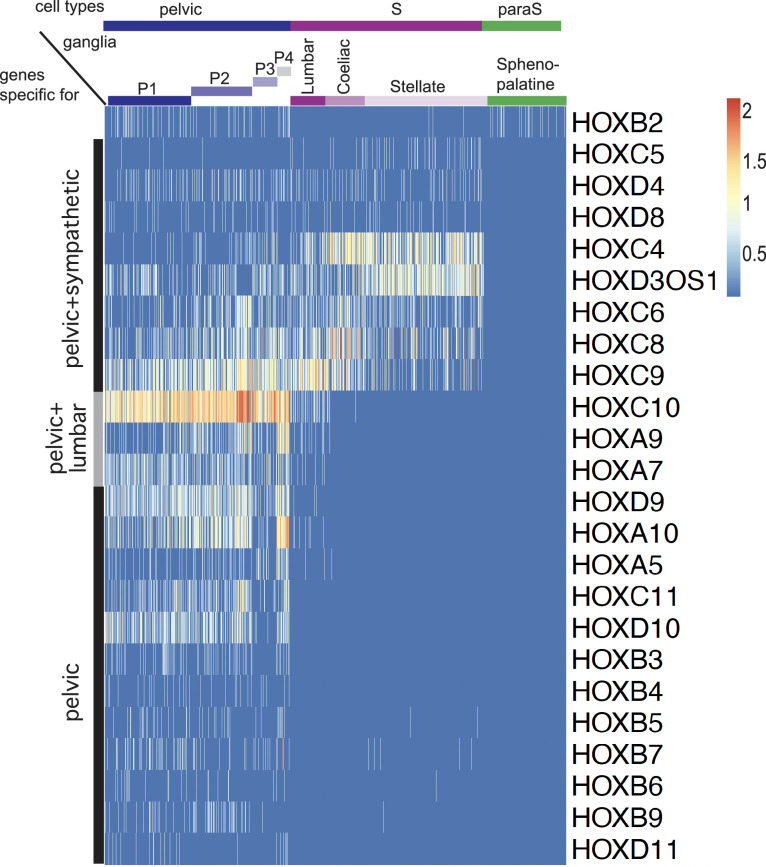
Expression of all *Hox* genes captured by the single-cell RNA sequencing dataset. Apart from *Hoxb2*, all *Hox* genes are excluded from the sphenopalatine and are expressed either in all sympathetic and pelvic cells (8 genes), caudal sympathetic and pelvic cells (3 genes), or only in pelvic cells (12 genes). *Hoxb2* appears in 177th position as {P124/Sphenopalatine} versus {P3/Lumbar/Coeliac/Stellate}, thus as a cholinergic gene in the dichotomized comparison.

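A *Hox* gene was counted as expressed in a group when at least 10% of its neurons had a UMI, the floor of the discrimination score. By this rule, 21 of the 24 *Hox* genes fell into the class the paper gives them. In all, 7 were expressed in pelvic neurons and in all sympathetic ganglia, 5 in pelvic neurons and the lumbar chain, and 10 in pelvic neurons alone. *Hoxc5* (ENSMUSG00000022485, chromosome 15, 102967443 to 103017429, plus strand) reached the floor only in sympathetic ganglia, with 10.6% of lumbar, 17.7% of coeliac and 15.5% of stellate neurons. Its share in pelvic clusters lay between 2.53% and 6.54% with both libraries pooled. In pelvic_2 alone, however, the *Hoxc5* share was 20.5% in the P2-like, 15.2% in the P3-like and 14.7% in the P4-like cluster, above the floor. *Hoxd9* (ENSMUSG00000043342, chromosome 2, 74697727 to 74700208, plus strand) and *Hoxa10* (ENSMUSG00000000938, chromosome 6, 52231197 to 52240854, minus strand) reached it in the lumbar chain as well as in pelvic clusters, with 13.5% and 11.6% of lumbar neurons. Of the lumbar glial cells, 7.05% had a UMI of *Hoxd9* and 1.04% of *Hoxa10*. After thinning, these lumbar shares were 1.24% and 1.35%, and thinning was the alternative that moved the classes most, with 10 of the 24 genes in the paper's class. *Hoxc10* (ENSMUSG00000022484, chromosome 15, 102966796 to 102971893, plus strand) was detected in 90.3% ± 11.8 (SD, n = 2 libraries) of the P1-like cluster and between 97.7% and 99.4% of the other named clusters. Its share was 55.6% in the lumbar chain (52.4 to 58.8%, thinned 11.7%) and 0.422% in the coeliac, and 0 of 2725 stellate neurons had a UMI, which allows a share of up to 0.110%. In the sphenopalatine, 0 of 1905 neurons had a UMI of *Hoxc10*, which allows a share of up to 0.157%. Pelvic glial cells also carried *Hox* RNA, with a *Hoxc10* share of 22.7%.

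**Figure D2:**
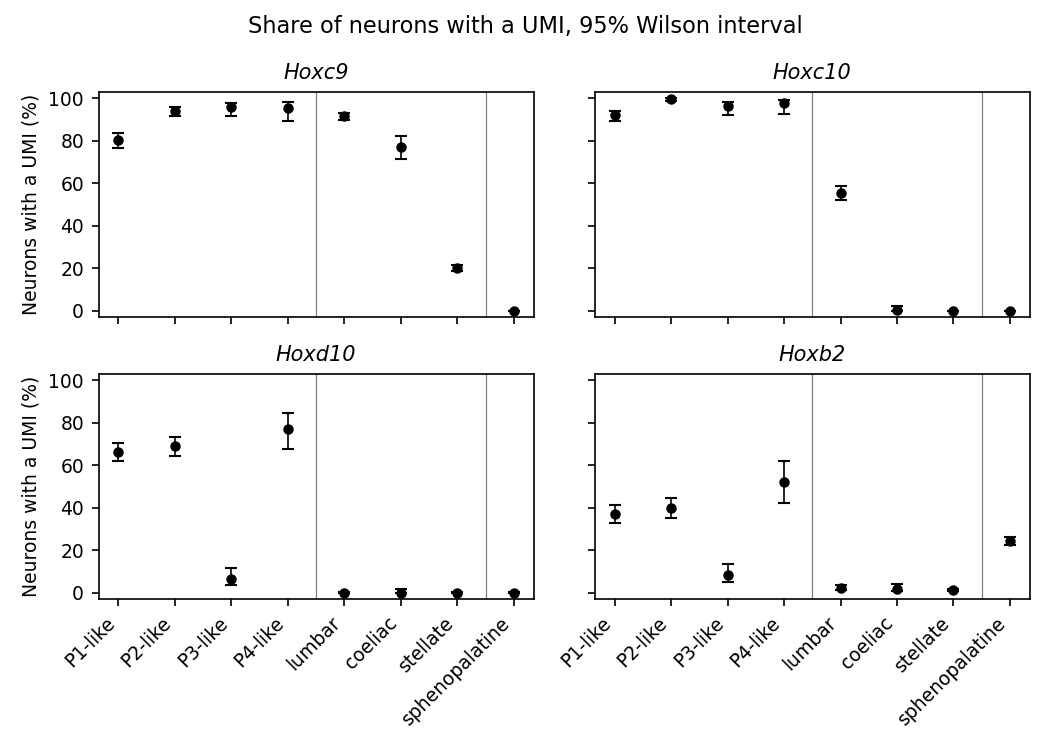
Share (%) of neurons with a UMI of *Hoxc9*, *Hoxc10*, *Hoxd10* and *Hoxb2* in the 4 named pelvic clusters and the 4 other ganglia, with 95% Wilson intervals. Vertical lines separate pelvic, sympathetic and parasympathetic groups, and *Hoxc10* falls from 55.6% in the lumbar chain to 0.422% in the coeliac.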

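In the recomputed ranking, *Hoxb2* (ENSMUSG00000075588, chromosome 11, 96350525 to 96354012, plus strand) stood at rank 209 with a score of 2.48. Its best split set the P1-like, P2-like and P4-like clusters and the sphenopalatine against the P3-like cluster and the sympathetic ganglia. It was detected in 38.1% ± 7.85 (SD, n = 2 libraries) of the P1-like, 44.9% ± 12.1 of the P2-like and 54.8% ± 14.1 of the P4-like cluster, and in 24.3% of sphenopalatine neurons (22.4 to 26.3%). Its share in the P3-like cluster was 6.40% ± 4.77, and between 1.10% and 2.26% in sympathetic neurons. Thinned shares of *Hoxb2* were 4.14%, 2.66% and 4.44% in the P1-like, P2-like and P4-like clusters, 3.80% in the sphenopalatine and 1.20% in the P3-like cluster.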

The separation, on the Uniform Manifold Approximation and Projection (UMAP), of most pelvic from all other ganglionic cells contrasts with the suite of five developmental transcription factors that we previously reported as differentially expressed between the sympathetic and pelvic ganglia on one hand, and parasympathetic ganglia on the other (Espinosa-Medina et al., 2016). To explore this conundrum, we searched for more genes that would help place the pelvic ganglion relative to the sympatho-parasympathetic dichotomy: additional genes that would put the pelvic ganglion in the sympathetic category (as per our previous findings), genes that would put it in a class by itself (as the UMAP suggests), or genes that would split pelvic neurons into parasympathetic-like and sympathetic-like clusters (as the current dogma implies).

In an unbiased approach, we sought genes expressed in a higher proportion of cells in any set of ganglia compared to its complementary set (see ‘Materials and methods’). 

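The 8 groups compared were the P1-like cluster with 474 neurons, the P2-like with 413, the P3-like with 166 and the P4-like with 92, and the lumbar, coeliac, stellate and sphenopalatine ganglia with 930, 237, 2725 and 1905. The pelvic clusters combined both libraries, and their median depths lay between 39281 UMIs in the P1-like and 47324.5 UMIs in the P4-like cluster. Run on simulated counts with known splits, the score recovered the split of 200 of 200 genes among 32285.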

To do justice to the classical notion that the pelvic ganglion is heterogeneous, i.e., mixed sympatho/parasympathetic, we treated the clusters of pelvic ganglionic cells, four in our conservative estimate (P1–4) (Figure 1A; Figure 1—figure supplement 1B) as four ganglia, alongside the four other ganglia (sphenopalatine, stellate, coeliac, and lumbar) – i.e., we made (2^8^-2)=254 comparisons and analyzed the 100 ‘top’ genes, i.e., with the highest discrimination score, irrespective of the comparison scored (Supplementary files 1–3).

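Recomputed from the counts, the top 100 genes comprised 15 of pattern I, 15 of pattern II, 4 of pattern III, 3 of pattern IV, 5 of pattern V, 7 of pattern VI and 45 of pattern VII, and 6 of other splits. Of the paper's top 100 genes, listed in the first 1998 of the 7592 rows of Supplementary file 1 that were read here, 94 were among them, and all 100 had the same best split as in the paper. Their scores differed from the paper's by a median of 0.0398, and by at most 0.715, for *Cacng3*. The alternative that moved the list most was to give every group equal cells and equal UMIs, which left 28 of the paper's genes in the top 100. Thinning alone left 31, and counting a gene as expressed only from 2 UMIs left 56.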

The vast majority of the top 100 genes fell into 7 of the 254 possible dichotomized expression patterns, visualized on a heatmap (patterns I–VI, Figure 1B and C; pattern VII, Figure 1—figure supplement 2) where cells are grouped by ganglion, and genes by expression pattern (i.e. disregarding their score). These seven patterns can be consolidated into three, among which only the first is informative about a sympathetic or parasympathetic identity of pelvic neurons:

1. 

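Patterns I and III together comprised 19 genes and patterns II and IV 18 genes in the recomputed list. This balance depended on the setting. The numbers were 10 and 22 after thinning and 20 and 29 in round 1 only. They were 23 and 19 without the 10% floor, and 41 and 35 with the pelvic ganglion as 1 group. The highest score among genes whose best split was the sphenopalatine alone (pattern II) was that of *Galr1* (ENSMUSG00000024553, chromosome 18, 82392380 to 82406777, minus strand). It was detected in 74.5% of sphenopalatine neurons (72.5 to 76.4%), against 2.81% of their glial cells. Its share after thinning was 19.4%. In pelvic clusters, *Galr1* reached at most 3.45% ± 3.40 (SD, n = 2 libraries), in the P1-like cluster. Not all genes of pattern II were that low there. *Syt6* and *Adamtsl1* had shares of 21.4% ± 3.57 and 21.4% ± 8.06 in the P1-like cluster, and *Tac1* 20.6% ± 0.0717 in the P4-like cluster. The other genes of this pattern stayed below the 10% floor in all named pelvic clusters. Among the genes whose best split was the sympathetic ganglia alone (pattern III), *Sctr* (ENSMUSG00000026387, chromosome 1, 120006894 to 120063536, plus strand) was detected in 46.8% of lumbar, 54.4% of coeliac and 49.3% of stellate neurons, against 3.58%, 2.52% and 3.66% of their glial cells. Its thinned shares were 15.1%, 13.4% and 19.5%, and its highest pelvic share was 5.66% ± 0.564, in the P3-like cluster. *Pnmt* (ENSMUSG00000038216, chromosome 11, 98386450 to 98388181, plus strand) was detected in 27.6% of lumbar, 30.4% of coeliac and 42.4% of stellate neurons, which fell to 1.91%, 3.45% and 11.4% after thinning. Its highest pelvic share was 4.16% ± 2.69, again in the P3-like cluster.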

Patterns I–IV comprise 39 genes with an opposite status in sympathetic and parasympathetic cells, among which 20 (I+III) are sympathetic-specific and 19 (II+IV) parasympathetic-specific (Figure 1B and C). Those which are also expressed in pelvic clusters (I and IV) argue for their sympathetic (respectively parasympathetic) identity, and against the opposite identity; those which are not expressed in pelvic clusters (II and III) argue solely against such an identity. 

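The highest recomputed scores were those of *Isl1*, at 5.34, and *Hand1*, at 5.29, both of pattern I. *Isl1* (ENSMUSG00000042258, chromosome 13, 116298281 to 116309689, minus strand) was detected in 2 of 1905 sphenopalatine neurons, a share of 0.105% (0.0288 to 0.382%). Its share was 79.1% ± 5.81 (SD, n = 2 libraries) in the P1-like, 97.0% ± 2.68 in the P2-like, 99.2% ± 1.06 in the P3-like and 98.5% ± 2.08 in the P4-like cluster, against 5.04% of pelvic glial cells. The P1-like share was 83.2% in pelvic_1 and 75.0% in pelvic_2, whose P1-like neurons include shallow ones. A lower P1-like share is therefore not by itself lower expression. In the lumbar, coeliac and stellate ganglia the *Isl1* share was 97.6%, 98.3% and 98.2%, against 9.36%, 13.4% and 16.8% of their glial cells. Thinned shares of *Isl1* were 28.1%, 33.2%, 71.1% and 58.9% in the 4 named pelvic clusters in that order, between 74.0% and 77.6% in sympathetic ganglia, and 0.0528% in the sphenopalatine. *Hand1* (ENSMUSG00000037335, chromosome 11, 57828705 to 57832818, minus strand) was detected in 1 sphenopalatine neuron, in 79.7% ± 7.89 of the P4-like cluster and in at least 85.5% ± 5.12, the value of the P1-like cluster, of the other named clusters. Thinned shares of *Hand1* were 17.8% in the P4-like and 34.2% in the P1-like cluster, and its pelvic glial share was 4.01%. *Hmx2* (ENSMUSG00000050100, chromosome 7, 131548773 to 131558014, plus strand), of pattern II, was detected in 50.3% of sphenopalatine neurons (48.1 to 52.6%, thinned 9.71%) and 1.08% of their glial cells. Among pelvic neurons, *Hmx2* was found in 3 of 474 of the P1-like cluster and in 0 of 413, 166 and 92 of the P2-like, P3-like and P4-like clusters, which allows shares of up to 0.726%, 1.81% and 3.26%. *Dlx6* (ENSMUSG00000029754, chromosome 6, 6863334 to 6868568, plus strand), of the same pattern, was detected in 48.9% of sphenopalatine neurons (46.7 to 51.2%, thinned 8.23%) and 0.957% of their glial cells, and in no neuron of any other group, which in the P4-like cluster, the smallest, allows a share of up to 3.26%. Patterns I and II together comprised 30 genes, against 7 of patterns III and IV. When the pelvic ganglion was scored as 1 group, with 30 splits in place of 254, these numbers were 52 and 24.

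**Figure D3:**
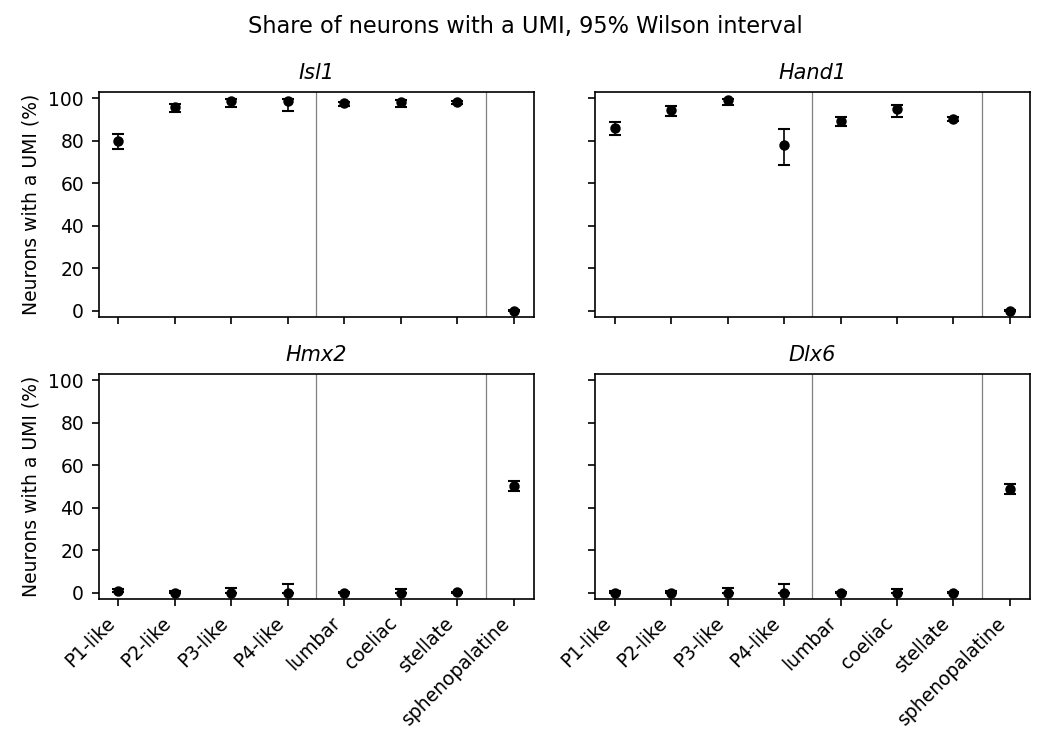
Share (%) of neurons with a UMI of *Isl1* and *Hand1* (pattern I) and of *Hmx2* and *Dlx6* (pattern II) in the 4 named pelvic clusters and the 4 other ganglia, with 95% Wilson intervals. Vertical lines separate pelvic, sympathetic and parasympathetic groups, and the sphenopalatine shares are 0.105% for *Isl1* and 50.3% for *Hmx2*.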

Overall, 32 genes (I+II) argue against a parasympathetic identity of all pelvic clusters, among which 16 genes (I) argue for their sympathetic identity; 7 genes (III +IV) argue against a sympathetic identity of all clusters, among which 3 genes (IV) argue for a parasympathetic identity of P1 or P4 (which are otherwise not parasympathetic by the criterion of 31 and 32 genes, respectively). We verified expression of 7 sympathetic and 7 parasympathetic markers by in situ hybridization on the pelvic ganglion at E16.5 (Figure 2).
2. 

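In the recomputed list, the genes shared by the sphenopalatine and the P1-like, P2-like and P4-like clusters were *Chat*, *Nell1*, *Gm2990*, *Lrfn5* and *Pappa*. *Nell1* (ENSMUSG00000055409, chromosome 7, 49974864 to 50866608, plus strand) was detected in 79.9% of sphenopalatine neurons (78.1 to 81.7%, thinned 26.8%) and 4.72% of their glial cells. In pelvic clusters its share was 73.5% ± 0.608 (SD, n = 2 libraries) in the P1-like, 95.8% ± 2.74 in the P2-like, 9.43% ± 0.483 in the P3-like and 56.6% ± 24.0 in the P4-like cluster, and 2.78% in glial cells. After thinning, these 4 clusters had *Nell1* shares of 23.7%, 33.2%, 1.81% and 7.78%. Among the genes shared by all sympathetic ganglia and the P3-like cluster, *Insrr* (ENSMUSG00000005640, chromosome 3, 87796951 to 87816101, plus strand) was detected in 21.8% of neurons of this cluster in pelvic_1 and 54.5% in pelvic_2, with 0.0427% of pelvic glial cells and 3.01% after thinning. *Zfpm2* was detected in 39.1% of this cluster in pelvic_1 and 87.9% in pelvic_2. Leaving out pelvic_1 left 7 genes in patterns V and VI together, against 12 with both libraries.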

Patterns V+VI comprise 12 genes that correlate with neurotransmitter phenotype (cholinergic or noradrenergic) by being expressed in the sphenopalatine ganglion and P1, P2, and P4 (5 genes (V), including *ChAT*) or, conversely, in all sympathetic ganglia and P3 (7 genes (VI), including *Th*) (Figure 1B and C). These genes point to noradrenergic and cholinergic ‘synexpression groups’ (Niehrs and Pollet, 1999) broader than the defining biosynthetic enzymes and transporters. Neurotransmitter phenotype has been suggested to largely coincide with origin of input, lumbar, or sacral (Keast, 1995) which currently defines, respectively, sympathetic versus parasympathetic identity (Keast, 2006). However, we find that the lumbar sympathetic pathway targets both cholinergic and noradrenergic pelvic ganglionic cells (in a proportion that reflects their relative abundance), by anterograde tracing (Figure 3). Thus, noradrenergic and cholinergic genes are excluded from a debate on the sympathetic or parasympathetic identity of pelvic neurons.
3. 

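Pattern VII, the genes present in or absent from pelvic clusters alone, comprised 45 genes in the recomputed list. Besides the P4-like cluster alone, its largest sets were the P1-like, P2-like and P4-like clusters together with 5 genes, all 4 named clusters with 4, the P3-like cluster alone with 4 and the P2-like cluster alone with 3. With 1 pelvic library left out in turn, pattern VII comprised 54 genes without pelvic_1 and 36 without pelvic_2. With the pelvic ganglion as 1 group it comprised 18.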

Pattern VII involves 42 genes that place all or some pelvic clusters in a class by themselves (Figure 1—figure supplement 2), thus neither sympathetic nor parasympathetic (as does the whole transcriptome, as evidenced by the UMAP (Figure 1A)), by being expressed, or not expressed, exclusively in them. The cholinergic cluster P4 was particularly rich in genes with such idiosyncratic expression states (20 genes). 

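The P4-like cluster was the smallest of the 8 groups, which a score based on shares of few neurons could favour. With every group drawn down to the size of this cluster, 22 genes of the top 100 were specific to it, and with equal cells and equal UMIs per group 24 were. Without pelvic_2, whose neurons were the deeper, there were 14, fewer than the 17 specific to the sphenopalatine.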

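The genes with the highest scores for each pelvic cluster alone were compared with those of Figure 1—figure supplement 3. Ranked over all genes, whatever their best split, the top 5 shared 1 gene with the paper's for the P1-like cluster, 2 for the P2-like, 4 for the P3-like and 5 for the P4-like cluster. Ranked over the genes whose best split was the cluster itself, a rule tried second, they shared 3, 5, 4 and 5. These genes also named the clusters, so their number is in part fixed by the naming.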

Figure 1—figure supplement 3 provides the five top genes of each pelvic cluster.

**Figure 2.**
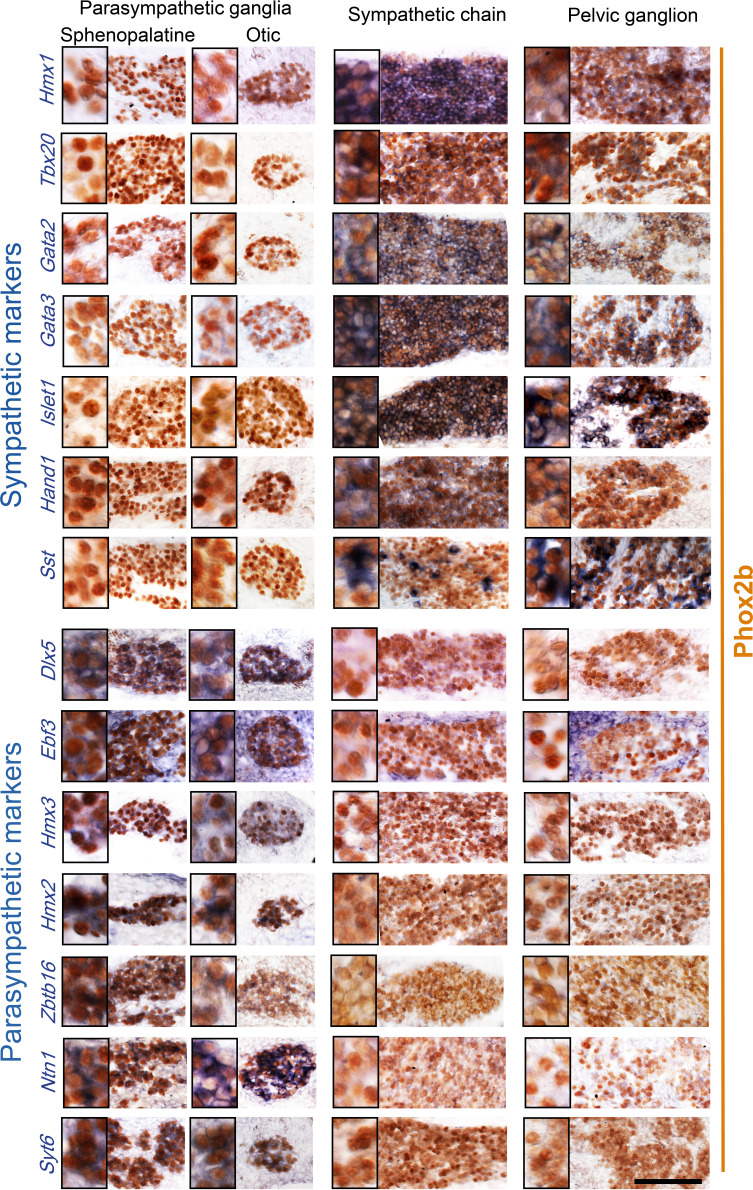
Pelvic ganglion cells express sympathetic but not parasympathetic markers. Combined immunohistochemistry for Phox2b and in situ hybridization for seven sympathetic markers (upper panels) including six transcription factors or seven parasympathetic markers (lower panels) including five transcription factors, in two parasympathetic ganglia (sphenopalatine and otic), the lumbar sympathetic chain, and the pelvic ganglion, at low and high magnifications (inset on the left) in E16.5 embryos. *Ebf3* is expressed in both, the parasympathetic ganglia and the mesenchyme surrounding all ganglia. *Sst* is expressed in a salt and pepper fashion. *Zbtb16*, a zinc-finger transcriptional repressor, appeared after the 100 highest scorer gene of our screen, but was spotted as expressed in the sphenopalatine in Genepaint. Some transcription factors detected by the RNA sequencing screen at P5 (*Satb2*, *Dlx6*) were expressed below the detection limit by in situ hybridization at E16.5. Scale bar: 100μm.

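*Zbtb16* (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222, minus strand) stood at rank 554 of the recomputed scores, with 1.64 for the split of the P4-like cluster and the sphenopalatine against the other groups. It was detected in 23.7% of sphenopalatine neurons (21.9 to 25.7%, thinned 3.17%), against 0.383% of their glial cells. In the P4-like cluster the share depended on the library, with 3.45% in pelvic_1 and 58.8% in pelvic_2. It was 9.10% ± 5.94 (SD, n = 2 libraries) in the P1-like and 2.17% ± 1.76 in the P2-like cluster, and 0 of 166 neurons of the P3-like cluster had a UMI of *Zbtb16*, which allows a share of up to 1.81%. After thinning, its share in the P4-like cluster was 2.22%.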

**Figure 3.**
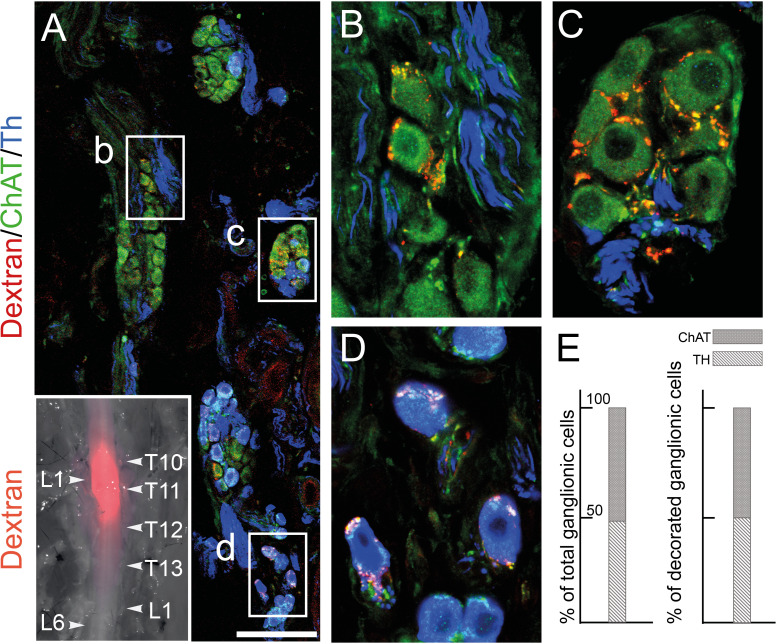
The lumbar outflow targets both cholinergic and noradrenergic pelvic ganglionic cells. (**A–E**) Section (A, low magnification, B–D high magnifications of selected regions) through the pelvic ganglion of an adult male mouse stereotactically injected with Dextran at the L1 level of the lumbar spinal cord (inset) and showing dextran filled boutons decorating both choline acetyltransferase (CHAT)+ (**B–C**) and tyrosine hydroxylase (TH)+ cells (**D**). Whether they are filled by Dextran or not, cholinergic boutons (green), presumably from spinal preganglionics (lumbar or sacral), are present on most cells. In the inset, levels of the vertebral column are indicated on the right, levels of the spinal cord on the left. (**E**) Quantification of TH and CHAT cells among total or bouton-decorated ganglionic cells. CHAT+ cells represent 51% of total cells and 50% of decorated cells (for a total of 3186 counted cells, among which 529 decorated cells, on 48 sections in four mice). Scale bar in A: 100μm.

In the aggregate, the pelvic ganglion is best described as a divergent sympathetic ganglion, devoid of parasympathetic neurons. 

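The whole transcriptome was compared by the Spearman correlation, across 9728 genes, of the CPM of summed counts of each pelvic cluster and each other ganglion. Genes are not replicates, so these values are descriptive. The P3-like cluster had a correlation of 0.929 with the coeliac ganglion, and its mean over the 3 sympathetic ganglia exceeded that with the sphenopalatine by 0.0441. The P1-like, P2-like and P4-like clusters had their highest correlation with the sphenopalatine, at 0.920, 0.887 and 0.856. Which ganglion ranked first depended on the pelvic library. Without pelvic_1, it was the lumbar chain for the P1-like cluster (0.906, against 0.894 for the sphenopalatine) and the P4-like cluster (0.851) and the coeliac for the P2-like cluster (0.884). For the P3-like cluster it was the coeliac with all libraries, but the stellate without pelvic_2 (0.934, against 0.890 for the coeliac) and among genes with at least 50 CPM in any group (0.890 against 0.885). The difference of the sympathetic mean and the sphenopalatine was -0.0291, -0.0237 and -0.0144 for these clusters, and -0.00577 as a mean of the 4 clusters. It depended on the pelvic library, since leaving out pelvic_1 gave a mean difference of 0.0239 and leaving out pelvic_2 gave -0.0394. Without pelvic_1, the difference was 0.0155 for the P2-like and 0.00883 for the P4-like cluster. Both positive values came from the lumbar and coeliac ganglia, of the same round as pelvic_2, since the sphenopalatine still exceeded the stellate, with 0.850 against 0.828 and 0.826 against 0.807. Within round 1, the mean difference was -0.0147, and round 2 had no parasympathetic library. Besides the UMAP, the paper reasons from the dichotomized genes. Those that oppose sympathetic and parasympathetic ganglia mostly place all pelvic clusters away from the parasympathetic ganglion. Those that follow the transmitter are set aside because lumbar fibres reach both cell types. Most of the rest place some or all pelvic clusters in a class of their own. Other groupings, which split the sympathetic ganglia, are taken as not informative. The paper also tested sympathetic and parasympathetic markers in the embryonic pelvic ganglion by in situ hybridization. It refers as well to transcription factors that its authors had reported earlier. Taking its evidence together, the paper describes the pelvic ganglion as a divergent sympathetic one, without parasympathetic neurons.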

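Of the 254 splits, 1 sets the sympathetic ganglia alone against all other groups (pattern III) and 30 set some or all pelvic clusters apart (pattern VII). To compare the pelvic and the sympathetic state on 1 split each, the pelvic ganglion was scored as 1 group. Then 18 of the top 100 genes were specific to the pelvic ganglion and 10 to the sympathetic ganglia, a ratio of 1.80. The ratio was 1.44, from 13 and 9 genes, with pelvic_1 alone and 4.17, from 25 and 6 genes, with pelvic_2 alone. In these 3 scorings no gene of the top 100 was absent from the pelvic ganglion alone.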

The fact that few of the top 100 genes (4 genes, III) marked sympathetic neurons to the exclusion of pelvic ones (Figure 1B), while many (40 genes, VII) did the opposite (Figure 1—figure supplement 2), argues that the pelvic identity is an evolutionary elaboration of a more generic, presumably more ancient, sympathetic one.

A third of the top 100 genes (32 genes) are transcription factors: 6 define a parasympathetic/non{sympathetic+pelvic} identity (*Hmx2*, *Hmx3*, *Dlx5*, *Dlx6*, *Ebf3*, *Satb2*); 12 define a {pelvic+sympathetic}/non-parasympathetic identity (*Isl1*, *Gata2*, *Gata3*, *Hand1*, *Hmx1*, *Tbx20* plus 6 *Hox* genes); 3 correlate with the noradrenergic phenotype (*Tfap2b*, *Insm2,* and *Zfpm2*); 8 (including 6 *Hox* genes) are specific to the pelvic ganglion or some of its clusters (Figure 1—figure supplement 2) and 3 *Hox* genes are specific to the pelvic+lumbar ganglia (Figure 1B). 

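All 32 transcription factors were among the recomputed top 100 genes, each with a best split of the set named here. *Hmx3* and *Dlx5* were detected in 35.1% and 35.6% of sphenopalatine neurons (thinned 5.28% and 4.64%) and *Ebf3* in 63.5% (thinned 11.2%), against 0.319%, 0.829% and 1.91% of their glial cells. The *Ebf3* share was 2.53% in the coeliac and 2.94% ± 4.16 (SD, n = 2 libraries) in the P4-like cluster, from 0% in pelvic_1 and 5.88% in pelvic_2. Among the genes of pattern I, the share varied between pelvic clusters. *Gata2* (ENSMUSG00000015053) was detected in 43.8% ± 6.54 of the P1-like and 22.6% ± 7.03 of the P4-like cluster but in 99.6% ± 0.532 of the P3-like cluster, with 3.29% in pelvic glial cells. *Hmx1* (ENSMUSG00000067438) was detected in 94.1% ± 3.46 of the P2-like and 95.7% ± 6.10 of the P4-like cluster and in 9.46% ± 8.06 of the P3-like cluster, and in 0 of 1905 sphenopalatine neurons. *Tbx20* (ENSMUSG00000031965) was lowest in the P1-like cluster, at 14.0% ± 4.99, with 1.45% in pelvic glial cells and 1.94% in sphenopalatine neurons. After thinning, the P4-like share of *Gata2* was 3.33%, the P3-like share of *Hmx1* 0.602% and the P1-like share of *Tbx20* 2.40%. Of the noradrenergic factors, *Tfap2b* (ENSMUSG00000025927) was detected in 166 of 166 neurons of the P3-like cluster and in 21.2% ± 0.660 of the P1-like cluster, against 2.99% of pelvic glial cells.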

Nothing is known of the function of the 6 parasympathetic transcription factors, but most of the non-*Hox* {sympathetic+pelvic} ones are implicated in sympathetic differentiation: *Islet1* (Huber et al., 2013), *Hand1* (Doxakis et al., 2008), *Gata2* (Tsarovina et al., 2004), *Gata3* (Lim et al., 2000), and *Hmx1* (Furlan et al., 2013).

Expression of a shared core of 12 transcription factors by pelvic and sympathetic ganglia, yet of divergent transcriptomes overall, logically calls for an additional layer of transcriptional control to modify the output of the 12 sympathetic transcription factors. Obvious candidates are the 6 *Hox* genes restricted to the pelvic ganglion (*Hoxd9*, *Hoxa10*, *Hoxa5*, *Hoxd10*, *Hoxc11,* and *Hoxb3*) (Figure 1—figure supplement 2) and 6 more beyond the 100 top genes, mostly *Hoxb* paralogues (Figure 1—figure supplement 4). 

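*Hoxd10* (ENSMUSG00000050368, chromosome 2, 74691924 to 74695105, plus strand) was detected in 66.1% ± 0.960 (SD, n = 2 libraries) of the P1-like, 74.5% ± 13.6 of the P2-like and 78.9% ± 9.11 of the P4-like cluster. Its share in the P3-like cluster was 9.83% ± 7.52. It was not detected in 930 lumbar, 237 coeliac, 2725 stellate or 1905 sphenopalatine neurons. These counts of 0 allow *Hoxd10* shares of up to 0.323%, 1.27%, 0.110% and 0.157%. *Hoxc11* (ENSMUSG00000001656), 0 in the same 4 ganglia, had shares of 47.2% ± 9.93, 66.2% ± 18.8, 20.8% ± 13.5 and 75.2% ± 18.5 in the P1-like to P4-like clusters, and 6.11% in pelvic glial cells. *Hoxd9* was detected in 57.0% ± 17.9 of the P3-like cluster and at least 76.1% ± 4.59, the share of the P1-like cluster, of the other named clusters, with a pelvic glial share of 19.2%. For *Hoxa10* the lowest share was 32.1% ± 14.6, in the P3-like cluster, from 21.8% in pelvic_1 and 42.4% in pelvic_2, and all 92 neurons of the P4-like cluster had a UMI. *Hoxa5* (ENSMUSG00000038253) was detected in between 22.3% ± 1.48, in the P3-like, and 78.6% ± 13.6, in the P4-like cluster, of the named clusters and in at most 2.26%, in the lumbar chain, of other neurons, with 7.30% of pelvic glial cells. *Hoxb3* (ENSMUSG00000048763) was detected in 30.6% ± 16.1 of the P1-like, 46.2% ± 21.4 of the P2-like and 58.1% ± 26.0 of the P4-like cluster. In the P3-like cluster its share was 4.51% in pelvic_1 and 15.2% in pelvic_2. After thinning, the P4-like shares were 17.8% for *Hoxd10*, 12.2% for *Hoxc11*, 18.9% for *Hoxd9*, 47.8% for *Hoxa10*, 10.0% for *Hoxa5* and 2.22% for *Hoxb3*.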

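Along the rostro-caudal axis, *Hoxc9* (ENSMUSG00000036139, chromosome 15, 102976439 to 102985099, plus strand) was detected in 0 of 1905 sphenopalatine neurons, in 20.2% of stellate (18.7 to 21.7%), 77.2% of coeliac (71.5 to 82.1%) and 91.7% of lumbar neurons (89.8 to 93.3%). In the pelvic ganglion its share lay between 79.8% ± 5.31 (SD, n = 2 libraries), in the P1-like cluster, and 97.4% ± 3.72, in the P3-like cluster. Thinned shares of *Hoxc9* were 6.40%, 21.1% and 32.5% in the stellate, coeliac and lumbar ganglia, and the glial shares were 0.966%, 3.66% and 13.2%. *Hoxc6* (ENSMUSG00000001661) was detected in 38.9% of stellate, 77.6% of coeliac and 68.5% of lumbar neurons, and *Hoxc8* (ENSMUSG00000001657) in 35.9%, 84.8% and 80.1%. After thinning, the shares were 8.10%, 19.8% and 7.99% for *Hoxc6* and 12.7%, 28.9% and 18.3% for *Hoxc8*. Of the stellate, coeliac and lumbar glial cells, 2.79%, 10.6% and 13.8% had a UMI of *Hoxc6*. The stellate was sequenced in round 1 and the other sympathetic ganglia in round 2.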

Given that the parasympathetic and sympathetic ganglia are deployed according to a rostro-caudal pattern (parasympathetic ganglia in register with cranial nerves, sympathetic ganglia with thoraco-lumbar nerves, and the pelvic ganglion with lumbar and sacral nerves; Figure 4), the entire taxonomy of autonomic ganglia could be a developmental readout of *Hox* genes (whose multiplicity makes this conjecture hard to test). A role for *Hox* genes in determining types of autonomic neurons would be reminiscent of their specification of other neuronal subtypes in *Drosophila* (Suska et al., 2011), *Caenorhabditis elegans* (Zheng et al., 2015), and *Mus* (Coughlan et al., 2019).

**Figure 4.**
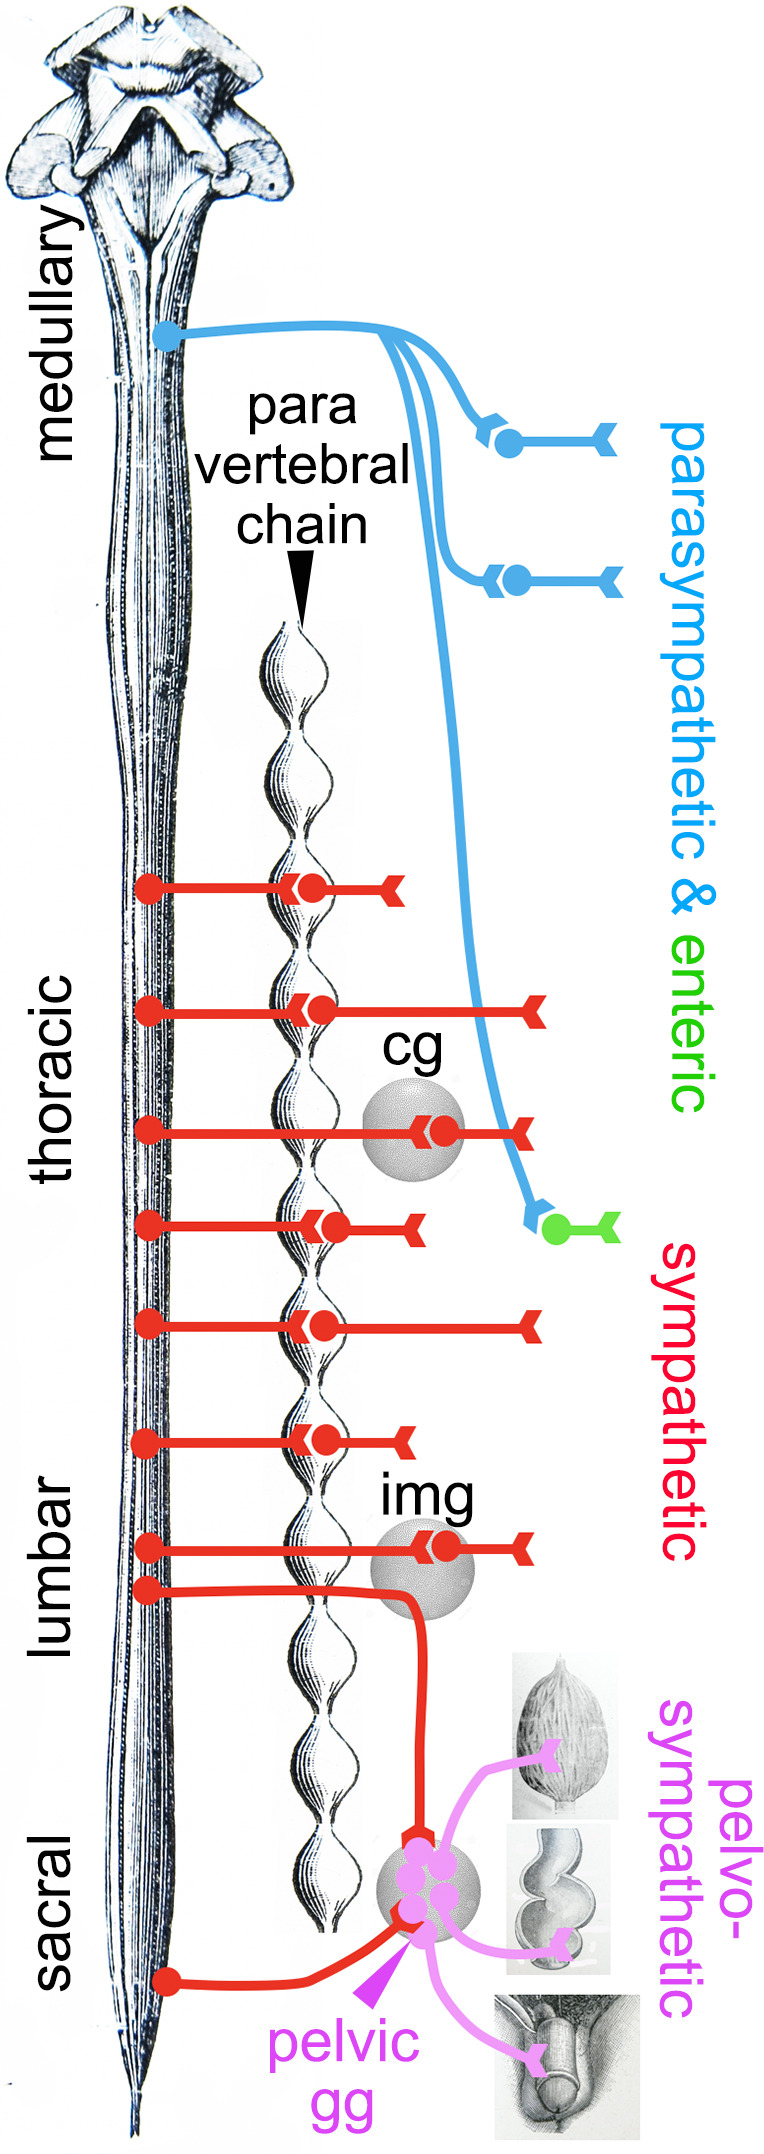
Deployment of the divisions of the autonomic nervous system on the rostro-caudal axis. Cg, celiac ganglion; img, inferior mesenteric ganglion; pelvic gg, pelvic ganglion. Only the target organs of the pelvo-sympathetic pathway are represented. The adrenal medulla is omitted. The pelvic ganglion is shown with its lumbar input (through the hypogastric nerve) and sacral input (through the pelvic nerve).

## Discussion

The notion that the pelvic ganglion is a caudal elaboration of the sympathetic ganglionic chains echoes the situation of its preganglionic neurons, in the lumbar and sacral spinal cord. We showed that lumbar and sacral preganglionics are indistinguishable by several criteria, including the expression state of six transcription factors (*Phox2a*, *Phox2b*, *Tbx3*, *Tbx2*, *Tbx20*, *FoxP1*) and their dependency on the bHLH gene *Olig2*, in addition to their well-known location (the intermediate lateral column) and the ventral exit point of their axon (Espinosa-Medina et al., 2016). Recent surveys of spinal preganglionic neurons by single-cell transcriptomics (Blum et al., 2021; Alkaslasi et al., 2021) discovered many subtypes, most of them evenly distributed from thoracic to sacral levels, and a few enriched at, or specific to the sacral level, confirming that the sacral preganglionic neurons are sympathetic, yet represent a caudal modification of the thoraco-lumbar intermediate lateral column.

In conclusion, the genetic signatures of neither pre- nor post-ganglionic neurons of the sacral autonomic outflow support its century-old assignment to the parasympathetic division of the visceral nervous system. Importantly, we have argued (Espinosa-Medina et al., 2018) that the supposed parasympathetic identity was unnecessary at best to understand the physiology of the pelvis, at worst incongruent with it, at least concerning sex organs and the bladder. The antagonism between an anti-erectile lumbar and a pro-erectile sacral autonomic pathways on the blood vessels of the external genitals – the key argument that Langley advanced for making the sacral pathway parasympathetic, even before he coined the term (Langley, 1899) – was repeatedly challenged by the evidence of a lumbo-sacral pro-erectile synergy (reviewed in Espinosa-Medina et al., 2018). And experimental support for a lumbo-sacral antagonism on the bladder is scant, despite common perception from textbooks and reviews (reviewed in Espinosa-Medina et al., 2018). It is thus remarkable that the cell type-based anatomy that we uncover in no way contradicts the physiology. There is no need to posit that the sympathetic-like neurons we describe in the pelvic region display a type of physiology common with that of parasympathetic ones in the head or thorax, which would deserve a common name. The classical parasympathetic label is thus best dropped and replaced by the genetic (i.e. embryological and evolutionary) notion of a sympathetic one, modified to suit the unique demands of pelvic physiology. The division of the autonomic nervous system that encompasses the pelvic ganglion and both its lumbar and sacral afferents (which could be termed ‘pelvo-sympathetic’ and includes whatever antagonistic pathways operate in the region – e.g. on genital blood vessels) is now ripe for finer grain analysis, anatomical and physiological, at the level of neuron types, defined by their gene expression patterns.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	Phox2b::Cre mouse line	D’Autréaux et al., 2011		BAC transgenic line expressing Cre under the control of the Phox2b promoter
Genetic reagent (*Mus musculus*)	Rosa^lox-stop-lox-tdTomato^ (Rosa^tdT^) mouse line	Madisen et al., 2010		Knock-in line expressing the reporter gene tdTomato from the Rosa locus in a Cre-dependent manner
Antibody (primary)	α-Phox2b rabbit polyclonal	Pattyn et al., 1997		IHC and IF (1:500)
Antibody (primary)	α-TH rabbit polyclonal	Invitrogen	OPA1-04050	IF (1:1000)
Antibody (primary)	α-Choline acetyltransferase (ChAT) goat polyclonal	Thermo Fisher	PA1-9027	IF (1:100)
Antibodies (secondary)	α-Rabbit PK goat polyclonal	Vector Laboratories	PK-4005	IHC (1:200)
Antibodies (secondary)	Anti-goat 647 donkey polyclonal	Thermo Fisher	A-21447	IF (1:500)
Antibodies (secondary)	Anti-rabbit 488 donkey polyclonal	Thermo Fisher	A-21206	IF (1:500)
Antibodies (secondary)	α-Rabbit Cy3 donkey polyclonal	Jackson	711-165-152	IF (1:500)
Recombinant DNA reagent	Ebf3 (plasmid)	Gift of S Garel		
Recombinant DNA reagent	Gata3 (plasmid)	Gift of JD Engel		
Recombinant DNA reagent	Hand1 (plasmid)	Gift of P Cserjesi		
Recombinant DNA reagent	Hmx2 (plasmid)	Gift of EE Turner		
Recombinant DNA reagent	Hmx3 (plasmid)	Gift of S Mansour		
Recombinant DNA reagent	Islet1 (plasmid)	Tiveron et al., 1996 (10.1523/JNEUROSCI.16-23-07649.1996)		
Recombinant DNA reagent	Tbx20 (plasmid)	Dufour et al., 2006 (10.1073/pnas.0600805103)		
Recombinant DNA reagent	Sst (plasmid)	Clone Image ID #4981984		
Sequence-based reagent	Dlx5_F	This paper	PCR primers	5’ -GACGCAAA CACAGGTGAAAATCTGG-3’
Sequence-based reagent	Dlx5_R	This paper	PCR primers	5’-GGGCGGGGC TCTCTGAAATG-3’
Sequence-based reagent	Gata2_F	This paper	PCR primers	5’-TTGTGTTCTT GGGGTCCTTC-3’
Sequence-based reagent	Gata2_R	This paper	PCR primers	5’-GCTTCTGTGG CAACGTACAA-3’
Sequence-based reagent	Hmx1_F	This paper	PCR primers	5’-CGTTCGCCAC TATCCAAACGGG-3’
Sequence-based reagent	Hmx1_R	This paper	PCR primers	5’-TGTCAGGACT TAGACCACCTCCG-3’
Sequence-based reagent	Ntn1_F	This paper	PCR primers	5’-CTTCCTCACC GACCTCAATAAC-3’
Sequence-based reagent	Ntn1_R	This paper	PCR primers	5’-GCGATTTAG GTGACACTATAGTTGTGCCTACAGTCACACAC C-3’
Sequence-based reagent	Syt6_F	This paper	PCR primers	5’-GTGGTCTTCT TGTCCCGTGT-3’
Sequence-based reagent	Syt6_R	This paper	PCR primers	5’-CATGTGCTTA CAGGGTGTGG-3’
Sequence-based reagent	Zbtb16_F	This paper	PCR primers	5’-ATGAAAACAT ACGGGTGTGAA-3’
Sequence-based reagent	Zbtb16_R	This paper	PCR primers	5’-CCAAGGCCAA GTAACTATCAGG-3’
Chemical compound, drug	Tetramethyl-rhodamine-conjugated dextran	Thermo Fisher	D3308	For tracing experiments
Chemical compound, drug	NBT-BCIP solution	Sigma	B1911	For ISH experiments
Chemical compound, drug	3,3’-Diaminobenzidine (DAB)	Sigma	D12384	For IHC experiments
Software, algorithm	Cell Ranger software	10x Genomics		6.0.1

### Mice

Phox2b::Cre (D’Autréaux et al., 2011): a BAC transgenic line expressing *Cre* under the control of the *Phox2b* promoter.

Rosa^lox-stop-lox-tdTomato^ (Rosa^tdT^) (Madisen et al., 2010): Knock-in line expressing the reporter gene *tdTomato* from the *Rosa* locus in a Cre-dependent manner.

### Obtainment of ganglionic cells

Sphenopalatine, stellate, coeliac, lumbar, and pelvic ganglia were dissected from *Phox2bCre;Rosa*^*tdT*^ P5 pups representing both sexes and placed in artificial cerebrospinal fluid oxygenated with carbogen (4°C). Fat tissue was carefully removed and nerves emanating from the ganglia were cut. Ganglia were transferred into a 1.5 ml Eppendorf tube containing 1 ml PBS-glucose (1 mg/ml glucose), 20 µl papain solution (Worthington LS003126; 25.4 units/mg) and 20 µl DNAse (2 mg/ml in PBS) and incubated at 37°C for 15 min. The ganglia were collected by centrifugation (300×*g*, 1 min), the supernatant replaced by 1 ml PBS-glucose supplemented with 50 µL Collagenase/Dispase (Worthington CLS-1 345 U/mg; Dispase II Roche 1.2 U/mg; 80 mg Collagenase and 92 mg Dispase II dissolved in 1 ml PBS-glucose) and 20 µl DNAse solution and the ganglia incubated at 37°C for 8 min. After collecting the ganglia by centrifugation for 3 min at 300×*g* they were dissociated in 1 ml PBS-glucose supplemented with 0.04% bovine serum albumin (BSA) and DNAse (20 µl) by trituration, using a fire-polished, siliconized Pasteur pipette. The cell suspension was then filtered through a 40 µm cell strainer. To eliminate cell debris, the cell suspension was centrifuged through a density step gradient by overlaying the cell suspension onto 1 ml OptiPrep solution (80 µl OptiPrep [Sigma], 900 µl PBS supplemented with 0.04%BSA, 20 µl DNAse) for 15 min, 100×*g* at 5°C. After removal of the supernatant from the soft cell pellet, the cells were suspended in 100 µl PBS-glucose/0.04% BSA and collected again in a 500 µl Eppendorf tube for 15 min, 100×*g* at 5°C. The supernatant was carefully removed (under control by fluorescence microscope). After addition of 40 µl PBS-glucose/0.04% BSA, the cell density was adjusted to 1000 cells/μl and transferred to the 10x Genomics platform.

### Library construction and sequencing

Single-cell RNA sequencing was performed in two separate experimental rounds, one for the stellate, sphenopalatine, and pelvic ganglia (pelvic_1) performed at the École normale supérieure GenomiqueENS core facility (Paris, France), and one for the celiac, lumbar and pelvic ganglia (pelvic_2) performed at the ICGex NGS platform of the Institut Curie (Paris, France). Cellular suspensions (10,000 cells for the first round, 5300 cells for the second) were loaded on a 10x Chromium instrument (10x Genomics) to generate single-cell GEMs (5000 for the first round, 3000 for the second). Single-cell RNA sequencing libraries were prepared using Chromium Single Cell 3' Reagent Kit (v2 for the first round, v3 for the second) (10x Genomics) according to the manufacturer’s protocol based on the 10x GEMCode proprietary technology. Briefly, the initial step consisted in performing an emulsion where individual cells were isolated into droplets together with gel beads coated with unique primers bearing 10x cell barcodes, UMI (unique molecular identifiers) and poly(dT) sequences. Reverse transcription reactions were applied to generate barcoded full-length cDNA followed by disruption of the emulsions using the recovery agent and the cDNA was cleaned up with DynaBeads MyOne Silane Beads (Thermo Fisher Scientific). Bulk cDNA was amplified using a GeneAmp PCR System 9700 with 96-Well Gold Sample Block Module (Applied Biosystems) (98°C for 3 min; 12 cycles: 98°C for 15 s, 63°C for 20 s, and 72°C for 1 min; 72°C for 1 min; held at 4°C). The amplified cDNA product was cleaned up with the SPRIselect Reagent Kit (Beckman Coulter). Indexed sequencing libraries were constructed using the reagents from the Chromium Single Cell 3' Reagent Kit v3, in several steps: (1) fragmentation, end repair, and A-tailing; (2) size selection with SPRI select; (3) adaptor ligation; (4) post-ligation cleanup with SPRI select; (5) sample index PCR and cleanup with SPRI select beads (with 12–14 PCR cycles depending on the samples). Individual library quantification and quality assessment were performed using the Qubit fluorometric assay (Invitrogen) with the dsDNA HS (High Sensitivity) Assay Kit and a Bioanalyzer Agilent 2100 using a High Sensitivity DNA chip (Agilent Genomics). Indexed libraries were then equimolarly pooled and quantified by qPCR using the KAPA library quantification kit (Roche). Sequencing was performed on a NextSeq 500 device (Illumina) for the first round and a NovaSeq 6000 (Illumina) for the second, targeting around 400M clusters per sample and using paired-end (26/57 bp for the first round, 28×91 bp for the second).

### Bioinformatic analysis

For each of the six samples (pelvic_1, stellate, sphenopalatine, pelvic_2, coeliac, and lumbar) we performed demultiplexing, barcode processing, and gene counting using the Cell Ranger software (v. 6.0.1). The ‘filtered_feature_bc_matrix’ files (uploaded at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232789) were used as our starting points for defining cells. For each dataset, only droplets that expressed more than 1500 genes, less than 11,000 genes, and a percentage of mitochondrial genes below 15% were retained. This resulted in the selection of 4404 pelvic_1 cells, 7225 stellate cells, 4630 sphenopalatine cells, 1643 pelvic_2 cells, 1428 coeliac, and 2120 lumbar cells.

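The same filter, applied to the deposited counts, retained 4403 droplets of pelvic_1, 7219 of the stellate, 4630 of the sphenopalatine, 1643 of pelvic_2, 1427 of the coeliac and 2120 of the lumbar library. The lower limit on genes removed between 626 droplets, in the coeliac, and 3544, in the stellate. The upper limit removed 1 droplet in pelvic_2 and 1 in the coeliac. The mitochondrial limit removed between 286 droplets, in the lumbar library, and 1125, in the stellate, some of which also failed on genes. The retained droplets had medians of 6304, 5814 and 10681 UMIs in pelvic_1, the stellate and the sphenopalatine, and of 16104, 14159 and 18528.5 UMIs in pelvic_2, the coeliac and the lumbar library.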

We used Seurat version 3 (Stuart et al., 2019) to read, manipulate, assemble, and normalize (Hafemeister and Satija, 2019) the datasets. Specifically, we concatenated cells from all six datasets and normalized the data using the sctransform (SCT) method for which we fitted a Gamma-Poisson generalized linear model (‘glmGamPoi’ option). Using the Seurat framework, we then performed a PCA on the normalized dataset.

Next, we integrated all six datasets using Batchelor (Haghverdi et al., 2018) (a strategy for batch correction based on the detection of mutual nearest neighbors), and we visualized all cells, including neurons, in two dimensions using the UMAP method (Becht et al., 2018) on the first 50 components from the PCA.

We selected neurons based on their mean expression of a set of neuronal marker genes (*Stmn2*, *Stmn3*, *Gap43,* and *Tubb3*). Specifically, cells were classified as neurons if their mean marker SCT-normalized gene expression exceeded a threshold of 3, that best separated the bimodal distribution of the higher and lower values of the mean expression of neuronal markers. Likewise, we excluded glial-containing doublets using the following markers: *Plp1*, *Ttyh1*, *Fabp7*, *Cryab,* and *Mal*. 

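The distribution of the mean SCT-normalized neuronal markers had its valley at 2.65, and the paper's threshold of 3 was used. For the glial markers, for which the paper gives no threshold, the valley of the distribution at 1.15 was used. Cells above this glial value and not above the neuronal threshold were taken as glial cells, 1768 in pelvic_1, 574 in pelvic_2, 2899 in the stellate, 793 in the coeliac, 865 in the lumbar chain and 1568 in the sphenopalatine.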

The number of neurons thus selected was 862 for Pelvic_1, 2689 for the stellate, 1857 for the sphenopalatine, 361 for Pelvic_2, 236 for celiac, and 925 for the lumbar chain.

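By these thresholds, 894 neurons were selected in pelvic_1, 2725 in the stellate, 1905 in the sphenopalatine, 368 in pelvic_2, 237 in the coeliac and 930 in the lumbar library. They made up 20.3% of retained droplets in pelvic_1 and 22.4% in pelvic_2 (19.1 to 21.5% and 20.4 to 24.5%). The total was 7059 neurons. The alternative that moved it most, the removal of cells whose neighbours were mostly simulated doublets, left 5833 neurons.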

We then clustered pelvic neurons based on the first two components from the UMAP generated from the 50 batch-corrected components, using the graph-based clustering method Louvain (Blondel et al., 2008) implemented in the Seurat framework, with a resolution of 0.3. This procedure defined 24 clusters and split the pelvic ganglion into four clusters 1, 7, 15, and 19 (Figure 1—figure supplement 1B), that we renamed P1, P2, P3, P4 (Figure 1A). 

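Louvain clustering of the 1262 pelvic neurons at the paper's resolution of 0.3, on the nearest-neighbour graph of the corrected components, gave 5 clusters. A cluster took the name of P1, P2, P3 or P4 when at least 3 of the 5 genes that Figure 1—figure supplement 3 lists for it were detected at a share of at least 10% and at over 2-fold the CPM of other pelvic neurons. The unnamed cluster, with 9.27% of the pelvic neurons, had 2 markers of P1 and lay nearest to the P1-like cluster. Without batch correction the same resolution gave 8 clusters, and 7 of them took a name.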

The efficiency of batch correction is attested by the equal contribution from both batches of pelvic ganglia to all four defined pelvic clusters (P1–4) (Figure 1—figure supplement 1A), and the comparable expression level of the top 100 genes across both pelvic batches in the violin plots (Supplementary file 2).

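In pelvic_1, the P1-like cluster held 32.0% of the neurons (29.0 to 35.1%), the P2-like 36.4% (33.3 to 39.6%), the P3-like 14.9% (12.7 to 17.4%) and the P4-like 6.49% (5.05 to 8.30%). In pelvic_2, these shares were 51.1% (46.0 to 56.2%), 23.9% (19.8 to 28.5%), 8.97% (6.46 to 12.3%) and 9.24% (6.69 to 12.6%). The intervals of the 2 libraries do not overlap for the first 3 clusters and overlap for the P4-like cluster. This depended on the setting for all but the P2-like cluster. On 20 principal components the P4-like intervals did not overlap (6.85 to 10.5% and 15.3 to 23.3%), and with neurons selected on log counts the P3-like intervals did (13.0 to 17.5% and 7.46 to 13.5%). On 20 components, however, the P4-like cluster held 146 neurons in place of 92. *Col1a1*, *Col1a2*, *Col3a1* and *Dcn* were then among its 10 leading genes, so the cells compared may not be the same. Without batch correction the P1-like shares were 41.5% and 41.6%, and a separate unnamed cluster, with a median of 5524.5 UMIs, held 63 neurons of pelvic_2, of which 61 were otherwise in the P1-like cluster. With simulated doublets left out the shares were 41.4% and 42.6%, and 55 of 55 such neurons of pelvic_2 came from the P1-like cluster. The 188 P1-like neurons of pelvic_2 therefore include shallow ones that other settings set apart, a comparison made after the values were seen. In these 2 settings, the leading genes of the cluster set apart included *Col1a1*, *Col1a2*, *Col3a1* and *Dcn*. The same held with log counts, stricter glial exclusion and clusters without the paper's 100 genes. Shares of single genes in the P1-like cluster of pelvic_2 include these cells, and their effect on them was not measured. With the unnamed cluster joined to the P1-like cluster, a setting chosen after the values were seen, its shares were 42.3% and 57.9%. Clusters computed without the paper's 100 genes put 40.9% and 41.8% of the neurons in the P1-like cluster. Across the paper's top 100 genes, the shares of neurons with a UMI in the 2 libraries had Spearman correlations of 0.952, 0.951, 0.900 and 0.933 in the P1-like to P4-like clusters. Their median was 0.942, and after thinning, the alternative that moved it most, 0.875. The median difference between the 2 libraries, pelvic_2 minus pelvic_1, was 0.991 percentage points in the P1-like and 6.09 points in the P4-like cluster, and 0 in both after thinning. Single genes differed more widely, in either direction. *Gm36684* was at 0% in all named clusters of pelvic_2, against 21.3% in the P1-like and 67.7% in the P3-like cluster of pelvic_1. Its best split set all other groups against the coeliac and the lumbar chain, both of the same round as pelvic_2. This split can therefore not be told apart from sequencing round. In the P4-like cluster, *Nms* was at 12.1% in pelvic_1 and 67.6% in pelvic_2.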

To search in an unbiased manner for gene expression similarities between pelvic neurons and either sympathetic or parasympathetic ones, we systematically compared the expression of every gene of the dataset across all possible splits among ganglia, i.e., between every subset of ganglia (‘subset_1’), and its complementary subset (‘subset_2’). Because we treated each of the 4 pelvic clusters as a ganglion, there were 2^8=256 such splits (2 of them, defined by ‘all_8_groups vs none’ and ‘none vs all_8_groups’, being meaningless). For every split and every gene, we devised a score that would best reflect how higher the proportion is of cells expressing the gene (i.e. one read of the gene or more) in subset_1 than in subset_2. We used a metric based on the product of the proportions of cells expressing the gene in each ganglion of subset_1 or subset_2 (rather than throughout subset_1 or subset_2), to give an equal weight to each ganglion (irrespective of its size), and to penalize splits that contain outliers (i.e. ganglia that contain much fewer cells positive for that gene than other ganglia in subset_1, or ganglia that contain much more cells positive for that gene than other ganglia in subset_2).

Specifically, for a given split and a given gene, the score (here defined by the variable score, in the R programming language) is defined as:

$$\begin{array}{l} score=\sum_{i\in S_{1}}\frac{1}{n_{S_{1}}}\cdot log_{2}\left(-1+eps_{pos}+\frac{numCellsExpr\left(i\right)}{\left(n_{cells}\left(i\right)\right)}\right)-\sum_{j\in S_{2}}\frac{1}{n_{S_{2}}}\;\cdot log_{2}\left(eps_{nega}+\frac{numCellsExpr\left(j\right)}{\left(n_{cells}\left(j\right)\right)}\right) \end{array}$$

where:

- *S*_1_ and *S*_2_ are the ganglion subsets subset_1 and subset_2 as described above.
- *n*_*S*1_ and *n*_*S*2_ are the number of ganglion clusters that belong to subset_1 and subset_2.
  $\frac{numCellsExpr\left(i\right)}{\left(n_{cells}\left(i\right)\right)}$ and $\frac{numCellsExpr\left(j\right)}{\left(n_{cells}\left(j\right)\right)}$ are the proportion of cells from ganglion or pelvic cluster *i* and *j* (*i* belonging to subset_1 and *j* to subset_2) which express the given gene.
- *eps*_*pos*_=0.9 and *eps*_*nega*_=0.02 are parameters controlling a tradeoff between favoring genes expressed in subset_1 and penalizing genes expressed in subset_2.
  Note that when *eps*_*pos*_=0.9 (the parameter value used here) the quantity $\left(-1+{eps}_{pos}+\frac{numCellsExpr\left(i\right)}{\left(n_{cells}\left(i\right)\right)}\right)$ can be negative, in which case the expression becomes equal to -Inf and the gene gets the lowest possible score for that given split. This means that with these settings all dichotomies involving a ganglion or pelvic cluster in which less than 10% of cells express the gene (p=0.1) will get the minimal possible score.

### In vivo gene expression

#### Tissue preparation

Embryo sections: E16.5 WT embryos were freshly dissected, washed with 1× PBS, and fixed overnight in 4% PFA at 4°C. Tissues were washed a few times in 1× PBS and treated in 15% sucrose to cryopreserve the tissues for frozen tissue sections. Tissues were then embedded in the optimal cutting temperature compound and snap-frozen. Tissues were cut at 14 μm on a cryostat. Tissue sections were stored at –80°C until use for staining.

#### In situ hybridization

Frozen tissue sections were washed in 5× SSC buffer 15 min at room temperature (RT) and treated in the pre-hybridization solution (50% formamide, 5× SSC buffer, and 40 μg/ml Herring sperm DNA in H_2_O) for 1 hr at 60°C. Then, slides were put in the hybridization solution (50% formamide, 5× SSC buffer, 5× Denhardt’s, 500 μg/ml Herring sperm DNA, 250 μg/ml yeast RNA, and 1 mM DTT in H_2_O) containing the probe (100 ng/ml), at least two overnights at 60°C. Slides were washed two times in 5× SSC buffer (5 min) and two times in 0.2× SSC buffer (30 min) at 70°C, and then, three times in TBS at RT (10 min). Then, tissues were put in the blocking solution (TBS+10% FCS) for 1 hr in the dark, at RT and in humid atmosphere (250 μl/slide) and incubated 1 hr with the primary antibody (anti-DIG) diluted 1/200 in blocking solution (250 μl/slide). Then, slides were washed again three times in TBS (10 min) and treated 5 min in the AP buffer solution (100 nM Tris pH 9.5, 50 nM MgCl_2_, and 100 nM NaCl in H_2_O). The revelation was made by the NBT-BCIP solution (Sigma) in the dark (250 μl/slide). The reaction was stopped in PBS-Tween (PBST).

#### Immunohistochemistry

After in situ hybridization, frozen tissues were fixed 15 min in 4% PFA at RT and washed in PBST. Then, tissues were incubated in PBST+10% FCS in the dark for 1 hr (500 μl/slide, without coverslip) and incubated overnight with the primary antibody in the same solution at 4°C (250 μl/slide). Slides were washed in PBST three times (10 min) and incubated for 2 hr at RT with the secondary antibody in the same solution again. Tissues were washed three times in PBST and then incubated at RT with avidin/biotin solution diluted 1/100 in 1× PBS. Then, tissues were washed three times and the revelation was made in 3,3’-diaminobenzidine (DAB) solution containing DAB and urea in H_2_O (Sigma). The reaction was stopped in PBST, and slides were washed in PBST and in ultra-pure H_2_O. Slides were mounted in Aquatex mounting medium (Merck).

#### Imaging

Tissues processed by an in situ hybridization and immunohistochemistry were photographed on a Leica bright-field microscope with a 40× oil immersion objective. Images were then treated by Photoshop v. 24.1.0.

### Anterograde tracing

#### Tracer injections

Surgeries were conducted under aseptic conditions using a small animal digital stereotaxic instrument (David Kopf Instruments). Male, C57bl mice (2–4 months of age) were anesthetized with isoflurane (3.5% at 1  l/min for induction and 2–3% at 0.3  l/min for maintenance). Carprofen (0.5 mg/kg) was administered subcutaneously for analgesia before surgery. A feedback-controlled heating pad was used to maintain the animal temperature at 36°C. Anesthetized animals were shaved along the spine and placed in a stereotaxic frame. The skin overlying the spine was sterilized with alternating scrubs of Vetadine and 80% (wt/vol) ethanol and a 100 μl injection of lidocaine (2%) was made subcutaneously along the spine before an incision was made from the iliac crest to the T9 vertebral spinous process. The T10 and T11 spinous processes were identified by counting rostrally from the L6 spinous process (identified relative to the iliac crest). Two small rostro-caudal incisions were made on each side of the vertebral column through the superficial-most layer of muscle. Parallel clamps were then placed within these incisions until firm contact was made with the transverse process of the T11 vertebra. The T11 vertebra was then raised upward via the clamps until no respiratory movement was observed. The muscles connecting the T10 spinous process to transverse processes of caudal vertebra were dissected to expose the T10/T11 intervertebral space. A lateral incision was made across the dura to expose the underlying L1 spinal segment and 150 nl injections of 4% lysine fixable, tetramethylrhodamine or Alexa-488-conjugated dextran, 3000 MW (Thermo Fisher) were made bilaterally, into the intermediolateral nucleus and intermedio-medial nucleus (0.600 mm lateral, 0.600 mm deep and 0.150 mm lateral and 0.700 mm deep) using a narrow-tapered glass pipette and a Nanoject III injector (Drummond Scientific). Injections were made at 5 nl per second and left in place for 5 min following injection to prevent dextran leakage from the injection site. The pipette was then retracted, and the intervertebral space bathed with sterile physiological saline. A small piece of sterile gel foam hemostat (Pfizer) was then placed within the intervertebral space and the incision overlying the spine was sutured closed.

#### Histology

7–14 days after injection the mice were intracardially perfused with cold PBS until exsanguinated and subsequently fixed by perfusion with cold 4% PFA until the carcass became stiff. The bladder, prostate, and pelvic ganglia were immediately dissected as an intact bloc and post-fixed in 4% PFA overnight at 4 °C. The intact spinal column was also dissected out and the dorsal surface of the spinal cord exposed before post-fixation overnight in 4% PFA at 4 °C. The fixed tissues were then rinsed in PBS 3×30 min the following day. The ‘bladder block’ was then cryopreserved in 15% sucrose (wt/vol) in PBS until non-buoyant. The dorsal aspect of the injection site was imaged in situ using fluorescence stereoscope. The spinal cord was then dissected out and cryopreserved as described above.

The bladder block was sectioned on a cryostat in a sagittal orientation to capture serial sections of the entire pelvic ganglion. Sections were cut at a thickness of 30 µm and collected as a 1 in 4 series on Superfrost Plus glass slides. The spinal cord was sectioned coronally at a thickness of 60 µm as a 1 in 2 series. On slide immunohistochemistry was performed against tyrosine hydroxylase (TH) and choline acetyltransferase (CHAT) for the bladder block sections, primary incubation: 4–6 hr at RT, secondary incubation: 2 hr at RT, with 3×5 min washes in PBS after each incubation. Sections were then mounted with dako fluorescence mounting medium and coverslipped.

#### Imaging

Sections were imaged on a Leica Stellaris 5 confocal microscope (Leica microsystems). Images of the pelvic ganglia were captured as Z-stacks with 1 µm interslice distances, with a 20× objective at 2000 mp resolution.

#### Counting

All ganglionic cells and cells surrounded by dextran labeled varicosities were identified as either CHAT or TH positive and counted, on a total of 4 animals, 48 sections, and 3186 cells.

### Probes

Primers were designed to amplify by PCR probe templates for the following genes:

**Table:** 

Probe	Forward primer	Reverse primer
*Dlx5*	5’-GACGCAAACACAGGTGAAAATCTGG-3’	5’-GGGCGGGGCTCTCTGAAATG-3’
*Gata2*	5’-TTGTGTTCTTGGGGTCCTTC-3’	5’-GCTTCTGTGGCAACGTACAA-3’
*Hmx1*	5’-CGTTCGCCACTATCCAAACGGG-3’	5’-TGTCAGGACTTAGACCACCTCCG-3’
*Ntn1*	5’-CTTCCTCACCGACCTCAATAAC-3’	5’-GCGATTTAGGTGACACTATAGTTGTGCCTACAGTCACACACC-3’
*Syt6*	5’-GTGGTCTTCTTGTCCCGTGT-3’	5’-CATGTGCTTACAGGGTGTGG-3’
*Zbtb16*	5’-ATGAAAACATACGGGTGTGAA-3’	5’-CCAAGGCCAAGTAACTATCAGG-3’

The PCR fragment were ligated into a pGEM-T Easy Vector System (Promega), transformed into chemically competent cells and sequenced. The other plasmid templates were *Ebf3* (gift of S Garel), *Gata3* (gift of JD Engel), *Hand1* (gift of P Cserjesi), *Hmx2* (gift of EE Turner), *Hmx3* (gift of S Mansour), *Islet1* (Tiveron et al., 1996), *Tbx20* (Dufour et al., 2006) and *Sst* (Clone Image ID #4981984).

Plasmids were digested by restriction enzymes and purified using a DNA Clean & Concentrator kit (Zymo Research). Antisense probes were synthesized with RNA polymerases and a DIG RNA labeling mix, and purified by the ProbeQuant G-50 micro columns kit (GE Healthcare). Probes were stored at –20°C.

### Antibodies

Primary antibodies were α-PHOX2B rabbit (1:500 or 1:1000, Pattyn et al., 1997). α-TH (Invitrogen: OPA1-04050, 1:1000) and α-CHAT (Thermo Fisher: PA1-9027, 1:100).

Secondary antibodies were goat α-rabbit (PK-4005, Vector Laboratories), donkey anti-goat 647 (A-21447, Thermo Fisher), donkey anti-rabbit 488 (A-21206, Thermo Fisher), and donkey α-rabbit Cy3 (711-165-152, Jackson).

## Data Availability

The data can be accessed at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232789. The following dataset was generated: BrunetJ MirabeauO RohrerH SivoriM LameirasS CoulpierF BaulandeS 2023The pelvic ganglion is a divergent outpost of the sympathetic chainsNCBI Gene Expression OmnibusGSE232789

## References

[bib1] Alkaslasi MR, Piccus ZE, Hareendran S, Silberberg H, Chen L, Zhang Y, Petros TJ, Le Pichon CE (2021). Single nucleus RNA-sequencing defines unexpected diversity of cholinergic neuron types in the adult mouse spinal cord. Nature Communications.

[bib2] Becht E, McInnes L, Healy J, Dutertre CA, Kwok IWH, Ng LG, Ginhoux F, Newell EW (2018). Dimensionality reduction for visualizing single-cell data using UMAP. Nature Biotechnology.

[bib3] Blondel VD, Guillaume JL, Lambiotte R, Lefebvre E (2008). Fast unfolding of communities in large networks. Journal of Statistical Mechanics.

[bib4] Blum JA, Klemm S, Shadrach JL, Guttenplan KA, Nakayama L, Kathiria A, Hoang PT, Gautier O, Kaltschmidt JA, Greenleaf WJ, Gitler AD (2021). Single-cell transcriptomic analysis of the adult mouse spinal cord reveals molecular diversity of autonomic and skeletal motor neurons. Nature Neuroscience.

[bib5] Coughlan E, Garside VC, Wong SFL, Liang H, Kraus D, Karmakar K, Maheshwari U, Rijli FM, Bourne J, McGlinn E (2019). A hox code defines spinocerebellar neuron subtype regionalization. Cell Reports.

[bib6] D’Autréaux F, Coppola E, Hirsch M-R, Birchmeier C, Brunet J-F (2011). Homeoprotein Phox2b commands a somatic-to-visceral switch in cranial sensory pathways. PNAS.

[bib7] Doxakis E, Howard L, Rohrer H, Davies AM (2008). HAND transcription factors are required for neonatal sympathetic neuron survival. EMBO Reports.

[bib8] Dufour HD, Chettouh Z, Deyts C, de Rosa R, Goridis C, Joly J-S, Brunet J-F (2006). Precraniate origin of cranial motoneurons. PNAS.

[bib9] Espinosa-Medina I, Saha O, Boismoreau F, Chettouh Z, Rossi F, Richardson WD, Brunet JF (2016). The sacral autonomic outflow is sympathetic. Science.

[bib10] Espinosa-Medina I, Saha O, Boismoreau F, Brunet JF (2018). The “sacral parasympathetic”: ontogeny and anatomy of a myth. Clinical Autonomic Research.

[bib11] Furlan A, Lübke M, Adameyko I, Lallemend F, Ernfors P (2013). The transcription factor Hmx1 and growth factor receptor activities control sympathetic neurons diversification. The EMBO Journal.

[bib12] Hafemeister C, Satija R (2019). Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. Genome Biology.

[bib13] Haghverdi L, Lun ATL, Morgan MD, Marioni JC (2018). Batch effects in single-cell RNA-sequencing data are corrected by matching mutual nearest neighbors. Nature Biotechnology.

[bib14] Huber K, Narasimhan P, Shtukmaster S, Pfeifer D, Evans SM, Sun Y (2013). The LIM-Homeodomain transcription factor Islet-1 is required for the development of sympathetic neurons and adrenal chromaffin cells. Developmental Biology.

[bib15] Keast JR (1995). Visualization and immunohistochemical characterization of sympathetic and parasympathetic neurons in the male rat major pelvic ganglion. Neuroscience.

[bib16] Keast JR (2006). Plasticity of pelvic autonomic ganglia and urogenital innervation. International Review of Cytology - a Survey of Cell Biology.

[bib17] Kuntz A, Moseley RL (1936). An experimental analysis of the pelvic autonomic ganglia in the cat. Journal of Comparative Neurology.

[bib18] Langley JN (1899). Presidential address, Physiological section.

[bib19] Langley JN (1921). The autonomic nervous system (Pt. I).

[bib20] Lim KC, Lakshmanan G, Crawford SE, Gu Y, Grosveld F, Engel JD (2000). Gata3 loss leads to embryonic lethality due to noradrenaline deficiency of the sympathetic nervous system. Nature Genetics.

[bib21] Madisen L, Zwingman TA, Sunkin SM, Oh SW, Zariwala HA, Gu H, Ng LL, Palmiter RD, Hawrylycz MJ, Jones AR, Lein ES, Zeng H (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. Nature Neuroscience.

[bib22] Niehrs C, Pollet N (1999). Synexpression groups in eukaryotes. Nature.

[bib23] Pattyn A, Morin X, Cremer H, Goridis C, Brunet JF (1997). Expression and interactions of the two closely related homeobox genes Phox2a and Phox2b during neurogenesis. Development.

[bib24] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, Hao Y, Stoeckius M, Smibert P, Satija R (2019). Comprehensive integration of single-cell data. Cell.

[bib25] Suska A, Miguel-Aliaga I, Thor S (2011). Segment-specific generation of *Drosophila* Capability neuropeptide neurons by multi-faceted Hox cues. Developmental Biology.

[bib26] Tiveron MC, Hirsch MR, Brunet JF (1996). The expression pattern of the transcription factor Phox2 delineates synaptic pathways of the autonomic nervous system. The Journal of Neuroscience.

[bib27] Tsarovina K, Pattyn A, Stubbusch J, Müller F, van der Wees J, Schneider C, Brunet J-F, Rohrer H (2004). Essential role of Gata transcription factors in sympathetic neuron development. Development.

[bib28] Zheng C, Diaz-Cuadros M, Chalfie M (2015). Hox genes promote neuronal subtype diversification through posterior induction in *Caenorhabditis elegans*. Neuron.

# Supplementary material for: The pelvic organs receive no parasympathetic innervation
**Source:** eLife. 2024 Mar 15;12:RP91576. doi: 10.7554/eLife.91576
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Antibodies are indicated in “Materials and methods” section and in the Key Resources Table. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | DNA primers and probes are indicated in “Materials and methods” section. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Laboratory animals are indicated in “Materials and methods” section, and in each figure legend. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Step-by-step laboratory protocol are indicated in “Materials and methods” section. |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Single cell experiments are not replicated except for the pelvic ganglion. Tracing was done on n=4 animals (in Figure 3 legend) |  |
| Define whether data describe technical or biological replicates. | N=4 animals for tracing experiments |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Submission form |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | For bioinformatics analysis see details in Material and Methods. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Submission form |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Submission form |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Material and Methods |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Material and Methods |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Material and Methods |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

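Single cells of 6 ganglion preparations of P5 mice were sequenced by the authors in 2 rounds, the stellate, the sphenopalatine and a first pelvic library with chemistry version 2, and the coeliac, the lumbar and a second pelvic library with version 3. The values used are the authors' deposited counts, UMIs per gene and droplet from Cell Ranger, restricted by it to droplets called as cells and not normalized. The listed matrix entries were checked to be whole numbers above 0. Positions of genes are those of GRCm38 in GENCODE M21, joined by Ensembl identifier for 169 of 169 named genes, and the genome build of the matrices is not stated in them.

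Droplets with over 1500 and under 11000 genes and under 15% mitochondrial UMIs were retained, 21442 in all. Counts were normalized with sctransform 0.4.2 in Seurat 5.3.0 and R 4.3.3, on genes found in at least 5 cells, by its Poisson method, since glmGamPoi was not installed. Neurons were cells with a mean of neuronal markers above 3, the paper's threshold, and a mean of glial markers below 1.15, the valley of its histogram in bins of 0.1. Cells at or above this glial value and not above the neuronal threshold were taken as glial cells. The remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and python-igraph 0.11.9.

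From 3000 variable genes, 50 principal components were computed and corrected with a mutual nearest neighbours procedure written for this purpose, with 20 neighbours, in place of the Batchelor package. Nearest neurons were counted on these components and no UMAP was drawn. Pelvic neurons were clustered by Louvain at resolution 0.3 on the graph of these components, in place of the first components of a UMAP. A cluster was named by at least 3 of the 5 marker genes the paper lists for each of its clusters. It stayed unnamed where markers of another cluster ranked higher among its 10 leading genes, or where its depth was far below the median of pelvic neurons and none of its leading genes was such a marker. Values that rest on the naming genes are in part circular, so clusters were also computed without the paper's 100 genes.

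The score of each gene was computed over 254 splits of 8 groups with the paper's formula, a floor of 0.1 in subset 1 and a constant of 0.02 in subset 2. It was tested on simulated shares with clear splits, of which 200 of 200 were recovered, so weaker splits were not tested. The paper's scores came from Supplementary file 1, of which the copy used holds the first 1998 of 7592 rows, and no set test was made on it. The genes named in the text follow a rule set before the data were examined. They are the 100 genes of the paper's top 100, every other gene the paper names, and the 5 genes outside that list with the highest recomputed scores. *Xist* and the neuronal genes of the glial tests serve as controls.

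Median depth was between 26658 UMIs per neuron in the stellate and 108546 in pelvic_2. A gene seen in 0 neurons of a group is given with the share that 3 counts would make. Shares have Wilson intervals at 95%, and clusters of the pelvic ganglion have the SD of the 2 libraries. Neurons were thinned to 4000 UMIs and glial cells to 2000. Since each other ganglion had 1 library, no test across libraries was made, and sequencing round is shared by all cells of a library. The pups were of both sexes, and the number per library was not used here.

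The alternatives set before the data were examined were neuron selection on log counts per 10000, no or stricter exclusion by glial markers, removal of cells with over 50% simulated doublets among 30 neighbours, no batch correction, 20 components, variable genes without the paper's 100 genes, 50 neighbours, resolution 0.6, thinning, a minimum of 2 UMIs, a constant of 0.05 in subset 2, no floor, equal cells with or without equal UMIs, the pelvic ganglion as 1 group, round 1 only for the score and the profiles, and each pelvic library left out. For *Hox* genes the minimum share was also set to 5% and 2%. Summed profiles were compared over genes with at least 10 CPM in any group, and also at 50 CPM, without *Hox* genes and the paper's 100 genes, and by Pearson correlation with a pseudocount of 1. Chosen after values were seen were the joining of unnamed clusters to the nearest named cluster, round 1 only for nearest neurons, and equal numbers of neurons per other ganglion, over 20 draws. In situ hybridization, immunostaining and tracing were not analysed here. Results for 2 of the named genes are not reported here.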

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

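The tests in this part were set before their results were seen.

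All 24 *Hox* genes named by the paper were detected in the glial cells of both pelvic libraries above their level in sphenopalatine glial cells, in cells the paper does not report on. Their median share was 6.96% in pelvic_1 and 16.8% in pelvic_2, against 0% in the sphenopalatine. It was 1.14% in stellate, 5.17% in coeliac and 6.13% in lumbar glial cells. With glial cells thinned to 2000 UMIs, 22 of the genes lay above the sphenopalatine in both pelvic libraries, with medians of 2.86% and 3.48%.

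The tables argue against free RNA from neurons. The median ratio of glial to neuronal CPM of the *Hox* genes was 1.05 in each pelvic library. The highest ratio among the markers *Stmn2*, *Stmn3*, *Gap43* and *Tubb3* was 0.118 in pelvic_1 and 0.0354 in pelvic_2, but these genes also selected the glial cells. Among *Snap25*, *Syt1*, *Uchl1*, *Prph*, *Nefl* and *Elavl4*, which did not, the highest ratio was 0.128 in pelvic_1 and 0.0508 in pelvic_2, and all 24 *Hox* genes had a ratio above it in both libraries. The tables also argue against neurons caught in glial droplets as the whole source. In glial cells without a UMI of *Stmn2*, the median share was 5.89% in pelvic_1, lower by a factor of 1.18, and 11.7% in pelvic_2, lower by a factor of 1.44, against a limit of 1.5 set in advance. The genes above the sphenopalatine in both libraries fell from 24 to 20, and a partial contribution of neurons in pelvic_2 stays open. A candidate explanation for what remains is that pelvic glial cells transcribe *Hox* genes themselves. This is a hypothesis found and tested on the same data. Other cell types among the cells taken as glial, and free RNA from cells other than neurons, were not tested for.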

How the results depend on the processing

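The alternatives round 1 only for nearest neurons, equal neurons per other ganglion and joining of unnamed clusters were tests chosen only after the results were seen. All others were set before the data were examined. Of 221 values under alternatives, 174 kept their direction and stayed within a limit, 6 reversed and 41 moved, 20 of these for single clusters or patterns. The limit was 1.5 times for a count, and for a value 1 SD of the 2 pelvic libraries, 1 SD of the 4 clusters for the correlation of the libraries, or the 95% interval for a cluster share. It is wide for some results, and so includes a mean difference of correlations between -0.000233, by the Pearson correlation, and -0.0394, without pelvic_2, 69 of the paper's genes in place of 94 with the pelvic ganglion as 1 group, and 14 genes specific to the P4-like cluster in place of 21 without pelvic_2.

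Sympathetic neurons outnumbered parasympathetic ones, so 50% is above the level without preference. A fall below 50%, counted as a reversal, is therefore not by itself a preference for sympathetic neurons. The parasympathetic share of the nearest neurons of other ganglia, 63.8%, fell below 50% without batch correction (40.5%) and on 20 principal components (37.6%). It ranged from 45.9% to 65.7% when each pelvic library was left out, and lay below 50% without pelvic_1. It rose to 71.7% in round 1 only and 74.1% with equal neurons per other ganglion. With the pelvic ganglion kept in, the pelvic share of nearest neurons, 74.3%, stayed above 50% but moved under 9 of 11 alternatives, against an SD of 0.398 points. It was 97.8% without batch correction, 90.5% with equal neurons per other ganglion, 77.7% on 20 components, 76.7% with simulated doublets left out, 72.1% with clusters computed without the paper's 100 genes, 71.7% in round 1 only and 70.0% with 50 neighbours, and ranged from 66.1% to 71.3% when each pelvic library was left out. The cause was not tested, apart from equal neurons, where fewer neurons of other ganglia were left by construction. The number of pelvic clusters, 5, was 8 without batch correction and 8 at resolution 0.6. Without batch correction the P1-like, P2-like and P3-like clusters each split by library, and the P4-like cluster did not. The P1-like clusters held 371 and 0 neurons of pelvic_1, and 1 and 152 of pelvic_2. The cause was not tested for the effect of 20 components on the nearest neurons or of the resolution on the clusters.

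With the pelvic ganglion as 1 group, patterns I and II held 52 genes in place of 30, patterns III and IV 24 in place of 7, and pattern VII 18 in place of 45. This setting has 30 splits in place of 254, so its counts are not on the same scale. Of the paper's top 100 genes, 94 were in the recomputed list, against 56 at 2 UMIs, 31 after thinning and 28 with equal cells and UMIs. Thinning also left 10 of the 24 *Hox* genes in the paper's class, in place of 21, and lowered the correlation of the 2 pelvic libraries from 0.942 to 0.875. A share after thinning is lower by construction, so fewer genes pass the floor.

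The mean difference of sympathetic and parasympathetic correlations, -0.00577, ranged from -0.0394 to 0.0239 when each pelvic library was left out. It ranged from -0.0524 to 0.0155 for the P2-like and from -0.0477 to 0.00883 for the P4-like cluster, and was positive without pelvic_1. These positive values came from the lumbar and coeliac ganglia, which share a round with pelvic_2. Among the round 1 ganglia, the sphenopalatine still exceeded the stellate without pelvic_1, at 0.894 against 0.853 for the P1-like, 0.850 against 0.828 for the P2-like and 0.826 against 0.807 for the P4-like cluster. Pattern III held 4 genes, and 1 without pelvic_1.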

Differences from the paper's values

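The number of *Hox* genes expressed in the pelvic ganglion and the caudal sympathetic ganglia was 5, against the paper's 3. It was 5 at a minimum share of 5%, 5 at 2% and 1 after thinning, so none of the alternatives set before the data were examined closed the gap. The gap belongs to the rule of a minimum share. By their best split in the score, *Hoxc10*, *Hoxa9* and *Hoxa7* marked the named pelvic clusters and the lumbar chain, as in the paper. *Hoxd9* and *Hoxa10* marked the 4 named pelvic clusters alone, also as in the paper. In all, 28 values were compared, and 1, this number of *Hox* genes, was counted as different. Values did not have to be equal, and smaller relative gaps were not counted. Such gaps were 894 neurons of pelvic_1 against the paper's 862 and 10 *Hox* genes in the pelvic ganglion alone against 12. The rank of *Hoxb2*, 209 against 177, was not counted either.

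*Hoxd9* and *Hoxa10*, which the paper lists as restricted to the pelvic ganglion, were detected in 13.5% and 11.6% of lumbar neurons. After thinning these shares were 1.24% and 1.35%. *Hoxc5*, which it lists for pelvic and sympathetic ganglia, was below 10% in each named pelvic cluster with both libraries pooled, with 6.54% as the highest. In pelvic_2 alone the *Hoxc5* share was 20.5% in the P2-like, 15.2% in the P3-like and 14.7% in the P4-like cluster, and the gene was counted as in the paper at a minimum share of 5% or 2%.

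The paper states that no pelvic neuron groups with parasympathetic neurons on the UMAP. On the corrected components, 13.6% of the nearest neurons of pelvic neurons were parasympathetic with the pelvic ganglion kept in, and 28.5% for the P1-like cluster. These shares were 0.380% and 0.811% without batch correction, and 5.15% and 11.4% with equal neurons per other ganglion, a setting chosen after the values were seen. This measure is not the UMAP.

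The paper states that the 2 pelvic batches contribute equally to each pelvic cluster. The P1-like cluster held 32.0% of pelvic_1 and 51.1% of pelvic_2 neurons, the P2-like 36.4% and 23.9%, and the P3-like 14.9% and 8.97%. The P1-like shares also lay apart without glial exclusion, at 42.8% and 56.9%, with the unnamed cluster joined to the nearest, a setting chosen after the values were seen, at 42.3% and 57.9%, and in the other direction at resolution 0.6, at 17.4% and 9.51%. Their intervals overlapped under 6 settings, at 39.6% and 46.7% on 20 principal components, 38.2% and 41.1% with neurons selected on log counts, 42.0% and 44.0% with stricter glial exclusion, 41.4% and 42.6% with simulated doublets left out, 41.5% and 41.6% without batch correction, and 40.9% and 41.8% with clusters computed without the paper's 100 genes. In the last setting the P2-like shares were 36.1% and 24.5%, and the P3-like shares 13.9% and 8.97%, with intervals of 11.8 to 16.3% and 6.46 to 12.3% that overlap. The P3-like intervals also overlapped with neurons selected on log counts, at 13.0 to 17.5% and 7.46 to 13.5%. The P4-like shares, 6.49% and 9.24% with overlapping intervals, were 8.50% and 19.0% on 20 principal components, with intervals that did not overlap. In that setting this cluster held 146 neurons in place of 92, with *Col1a1* and *Dcn* among its leading genes. The cells compared may therefore not be the same.

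Of the paper's 5 leading genes per cluster, 1, 2, 4 and 5 were found for the P1-like to P4-like clusters with all genes ranked, the rule run first. With genes ranked on their best split, run second, 3, 5, 4 and 5 were found. In clusters without the paper's 100 genes, this second rule gave 5 for each cluster and the first 1, 3, 5 and 5.

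Outside the recomputed top 100 were *Drd2* at rank 102, *Mgat4c* at 105, *Hs6st2* at 113, *Pcdh8* at 101, *2610028E06Rik* at 108 and *Agtr1b*, all in the paper's list. Pattern VII comprised 45 genes, for which the paper gives 42 in the description of the patterns and 40 in a later paragraph.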

Other observations

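The test on the round of pelvic_2, the ratios per library for the number of splits, the reading of the transmitter test over all settings, the test of depth for *Xist*, and the settings round 1 only and equal neurons for nearest neurons were tests chosen only after the result was seen.

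Over 50% of the nearest neurons of other ganglia were parasympathetic for pelvic neurons, at 63.8%. Unequal numbers of neurons are argued against, since the share was 74.1% with equal numbers per other ganglion. For pelvic_1, sequencing round is argued against, since among round 1 libraries, with batch correction, the share was 71.7%. For pelvic_2, which shares no round with the sphenopalatine, the share was 45.9% without pelvic_1, and its round cannot be told apart from the ganglia, because round 2 had sympathetic libraries alone. Batch correction stays open as an explanation for a share above 50%, since without it the share was 40.5%, and 46.8% in pelvic_1 and 25.4% in pelvic_2. The cholinergic phenotype shared with the sphenopalatine cannot be told apart from other causes. The P3-like cluster was at most at 0.474% in any setting, but the cholinergic P4-like cluster was at 15.5%, and at 83.2% in round 1 only. No biological explanation was tested beyond the transmitter.

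More of the top 100 genes set pelvic clusters apart than set sympathetic ganglia apart from them, 45 against 4. With the pelvic ganglion as 1 group the ratio was 1.80, from 18 and 10 genes. It was 1.44 with pelvic_1 alone and 4.17 with pelvic_2 alone, on either side of the limit of 1.5 set in advance, so the number of splits cannot be told apart from a difference between the ganglia. No biological explanation was tested.

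Genes specific to the P4-like cluster were the largest set of the top 100, at 21. With equal cells and UMIs per group there were 24, which argues against the small size and the depth of this cluster. The set was not the largest without pelvic_2, with 14 genes against 17 for the sphenopalatine alone, nor in round 1 only, with 16 against 23, and it equalled that set at 17 with neurons selected on log counts. The paper's 5 naming genes of this cluster are among the 21, and 19 genes had this split in clusters without the paper's 100 genes.

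The share of neurons with a UMI of *Xist* differed between the clusters of pelvic_1. It was 8.27% (4.68 to 14.2%) in the P3-like and 36.0% (31.0 to 41.4%) in the P2-like cluster, and 4 of 6 pairs of clusters had intervals that did not overlap. In pelvic_2 it was 15.2% (6.65 to 30.9%) and 29.5% (21.0 to 39.8%), and 0 of 6 pairs were apart. A difference in depth is argued against in pelvic_1, since the share with a Y gene moved the other way, at 93.2% (87.6 to 96.4%) in the P3-like and 73.2% (68.2 to 77.8%) in the P2-like cluster, and the median depths were 39534 and 39915 UMIs. Mixed droplets and free RNA would add *Xist* to neurons with a Y gene. *Xist* without a Y gene was found in 4 of 133 P3-like and 85 of 325 P2-like neurons of pelvic_1. In pelvic_2 it was found in 1 of 33 and 22 of 88. These counts, read after the values were seen, argue against both as the main source for these 2 clusters. A partial contribution stays open, since both *Xist* and a Y gene were detected in 5.26% of P3-like and 9.85% of P2-like neurons of pelvic_1. The sex of the pups that gave the neurons stays open as well, as untested.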
